# Neutralizing negative epigenetic regulation by HDAC5 enhances human haematopoietic stem cell homing and engraftment

**DOI:** 10.1038/s41467-018-05178-5

**Published:** 2018-07-16

**Authors:** Xinxin Huang, Bin Guo, Sheng Liu, Jun Wan, Hal E. Broxmeyer

## Abstract

Enhancement of hematopoietic stem cell (HSC) homing and engraftment is clinically critical, especially for cord blood (CB) hematopoietic cell transplantation. Here we report that specific HDAC5 inhibition highly upregulates CXCR4 surface expression in human CB HSCs and progenitor cells (HPCs). This results in enhanced SDF-1/CXCR4-mediated chemotaxis and increased homing to the bone marrow environment, with elevated SCID-repopulating cell (SRC) frequency and enhanced long-term and secondary engraftment in NSG mice. HDAC5 inhibition increases acetylated p65 levels in the nucleus, which is important for *CXCR4* transcription. Inhibition of nuclear factor-κB (NF-κB) signaling suppresses HDAC5-mediated CXCR4 upregulation, enhanced HSC homing, and engraftment. Furthermore, activation of the NF-κB signaling pathway via TNFα also results in significantly increased CXCR4 surface expression, enhanced HSC homing, and engraftment. These results demonstrate a previously unknown negative epigenetic regulation of HSC homing and engraftment by HDAC5, and allow for a new and simple translational strategy to enhance HSC transplantation.

## Abstract (web summary)

Enhancement of haematopoietic stem cell (HSC) homing and engraftment is critical for haematopoietic cell transplantation. Here, the authors find that HDAC5 inhibition enhances HSC homing and engraftment by increasing p65 acetylation and enhancing NF-kB mediated CXCR4 transcription.

## Introduction

Hematopoietic stem cells (HSCs) are the only cells that give rise to all blood cell lineages throughout life^1^. Allogeneic hematopoietic cell transplantation (HCT) is a life-saving therapy to treat patients with hematologic disorders and cancer^2^. Human cord blood (CB) contains a life-saving source of HSC and hematopoietic progenitor cell (HPC) for transplantation^3,4^. However, limited numbers of HSC/HPC or poor homing are problematic for efficient CB HCT^5,6^. Although extensive efforts have been devoted to ex vivo expansion of HSCs aimed at facilitating HSC engraftments and clinical applications^7–9^, new insights into intrinsic and extrinsic regulation of HSC migration/homing will allow new strategies to improve HCT efficacy.

Intravenously transplanted HSCs migrate to the bone marrow (BM) niche, where they are maintained and balanced with proliferation and differentiation^10,11^. Stromal cell-derived factor-1 (SDF-1)/chemokine C-X-C receptor-4 (CXCR4) interactions are implicated as a critical axis regulating HSC trafficking and homing to the BM environment^12,13^. Modulating SDF-1/CXCR4 interactions of HSC/HPC can be used to improve the efficiency of HSC homing. For example, Prostaglandin E2 (PGE2), cyclic adenosine monophosphate, or glucocorticoid treatment facilitates HSC homing by upregulating surface CXCR4 expression^14–16^, whereas DPP4/CD26 inhibition enhances HSC homing and engraftment via blockage of SDF-1 cleavage^17^, and mild hyperthermia promotes CXCR4 and lipid raft aggregation to enhance HSC homing^18^.

Histone deacetylases (HDACs) are erasers of acetylation from lysine residues and have important roles in many biological processes, mainly through their repressive impacts on gene transcription^19^. In mammals, HDACs comprise 18 genes that are grouped into five subfamilies (class I, IIa, IIb, III, IV) based on their sequence similarity^20^. HDAC5 belongs to class IIa HDACs, which can shuttle between the cytoplasm and nucleus, assemble into multiprotein complexes, and be responsive to various environmental stimuli^19,20^. Previous studies have reported that the functions of HDAC5 are associated with axon regeneration^21^, muscle differentiation^22^, angiogenesis^23^, T-cell function^24^, and cancer^25–28^. Of note, HDAC5-mediated deacetylation of signal transducer and activator of transcription 3 (STAT3) has been reported to regulate nuclear localization and transcriptional activity of STAT3, resulting in changes of hypothalamic leptin signaling and energy homeostasis^29^. However, the function of HDAC5 in regulating HSC has not been investigated.

In the present study, we demonstrate that specific HDAC5 inhibition leads to upregulation of CXCR4 surface expression in human CB HSCs and HPCs. Furthermore, we show that inhibition of HDAC5 results in increased SDF-1/CXCR4-mediated chemotaxis and homing, with elevated in vivo engraftment. Mechanistically, HDAC5 inhibition increases acetylated p65 levels associated with *CXCR4* promoter region, whereas inhibition of nuclear factor (NF)-κB signaling suppresses both HDAC5-mediated CXCR4 upregulation and enhanced HSC homing. Moreover, activation of the NF-κB signaling pathway via tumor necrosis factor-α (TNFα) also results in significantly increased CXCR4 surface expression and enhanced HSC homing. Taken together, these results suggest that HDAC5 negatively regulates *CXCR4* transcription and HSC homing via p65 acetylation. Our observations allow for a new and simple translational strategy to enhance HSC transplantation-based therapies.

## Results

### Inhibition of HDAC enhances CB HSC homing and engraftment

We hypothesized that epigenetic regulations contribute to the expression of CXCR4 receptor and HSC homing. To identify new epigenetic regulators of CXCR4 receptor expression, we screened a chemical compound library of epigenetic enzyme inhibitors to evaluate their effects on membrane CXCR4 expression in CB CD34^+^ cells. Treatment of CB CD34^+^ cells for 16 h with a HDAC inhibitor, M344, strongly upregulated membrane CXCR4 expression (Fig. 1a and Supplementary Fig. 1a). Confocal imaging and flow cytometry analysis both revealed that M344 treatment strongly increased membrane CXCR4 expression compared with vehicle control (Fig. 1b–d). In addition, expression of membrane CXCR4 on CB CD34^+^ cells was enhanced after treating cells with other HDAC inhibitors, including Vorinostat, Trichostatin A, and Belinostat (Supplementary Fig. 1b). The effect of M344 in a rigorously defined population of HSCs (CD34^+^CD38^−^CD45RA^−^CD49f^+^CD90^+^) was associated with a 2.5-fold increase in surface CXCR4 expression (Fig. 1e). M344 also enhanced surface expression of CXCR4 on multipotent progenitors (MPPs, CD34^+^CD38^−^CD45RA^−^ CD90^−^CD49f^−^), CD34^+^CD38^−^CD90^+^, and CD34^+^CD38^−^ cells (Supplementary Fig. 1c-e). In contrast, the surface expression of CD49d/CD29 (VLA-4), also involved in HSC migration and homing^30^, was not changed after M344 treatment (Supplementary Fig. 1f, g).

**Fig. 1:**
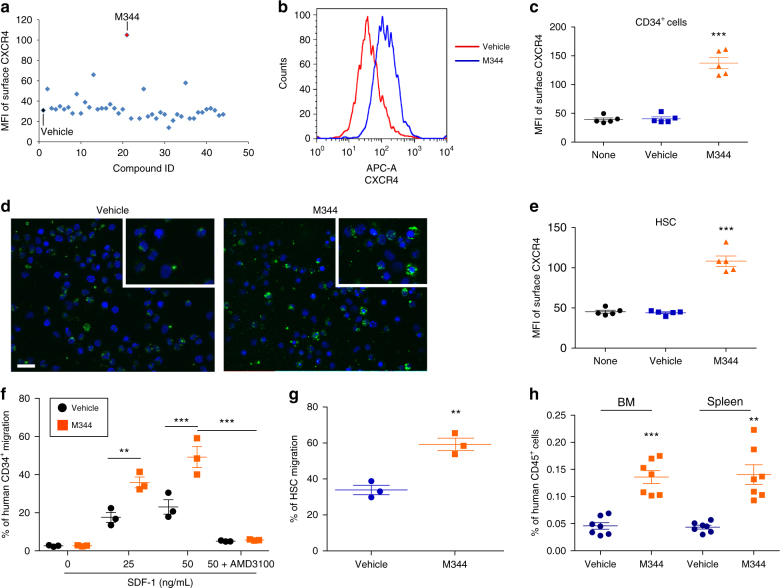
Inhibition of HDAC upregulates surface CXCR4 expression and promotes homing of human hematopoietic stem and progenitor cells. **a** Mean fluorescence intensity (MFI) of surface CXCR4 of human CB CD34^+^ cells after treating cells for 16 h with compounds (1 μM) from the SCREEN-WELL Epigenetics Library. One compound, BML-266, was excluded from the results because of unspecific autofluorescence. **b** Histogram of surface CXCR4 expression of human CB CD34^+^ cells treated with vehicle or HDAC inhibitor M344. Representative histogram from five independent experiments is shown. **c** Quantification of mean fluorescence intensity (MFI) of surface CXCR4 of human CB CD34^+^ cells treated with vehicle or HDAC inhibitor M344. None indicates the group without any treatment. Data pooled from five independent experiments are shown (*n* = 5, one-way ANOVA, ***p < 0.001). **d** Confocal imaging analysis of surface CXCR4 expression of human CB CD34^+^ cells treated with vehicle or M344. FITC (green) indicates CXCR4 expression; DAPI (blue) labels the cell nucleus. Representative images from two independent experiments are shown (the inset shows the amplified part of the image). Scale bar: 20 μm. **e** Quantification of mean fluorescence intensity (MFI) of surface CXCR4 of human CB HSCs (CD34^+^CD38^−^CD45RA^−^CD90^+^CD49f^+^) treated with vehicle or M344. None indicates the group without any treatment. Data pooled from five independent experiments are shown (*n* = 5, one-way ANOVA, ***p < 0.001). **f** Chemotaxis of human CB CD34^+^ cells toward human recombinant SDF-1, as quantified by flow cytometry. Data pooled from three independent experiments are shown (each dot represents an independent chemotaxis, *n* = 3 CB samples, one-way ANOVA, **p < 0.01, ***p < 0.001). **g** Migration of human phenotypic HSCs in CB CD34^+^ cells toward human recombinant SDF-1 (50 ng/mL), as quantified by flow cytometry. The migration percentage of HSCs was calculated by analyzing the HSC (CD34^+^CD38^−^CD45RA^−^CD90^+^CD49f^+^) frequency using flow cytometry. Data pooled from three independent experiments are shown (each dot represents an independent chemotaxis, *n* = 3 CB samples, *t*-test, **p < 0.01). **h** The percentage of human CD45^+^ cells in the BM and spleen of NSG mice 24 h after transplantation with 500,000 CB CD34^+^ cells that had been treated with vehicle or M344. Data pooled from seven independent experiments are shown (*n* = 7 mice per group, *t*-test, **p < 0.01, ***p < 0.001). For all panels, data are shown as dot plots (mean ± SEM)

The effect of HDAC inhibition on HSC chemotaxis was evaluated in an in vitro transwell migration assay. Both vehicle and M344-treated CB CD34^+^ cells showed significant migration to SDF-1; however, chemotaxis was notably higher in the M344-treated group (Fig. 1f). Enhanced migration to SDF-1 by M344 was also observed in the HSC population (Fig. 1g). Chemotaxis of CB CD34^+^ cells to SDF-1 was blocked by CXCR4 antagonist AMD3100^31^, suggesting that the enhanced migration was mediated through CXCR4 (Fig. 1f). To evaluate in vivo homing, vehicle and M344-treated CB CD34^+^ cells were injected into sublethally irradiated NSG mice and human cell homing to mouse BM and spleen were analyzed 24 h after transplantation. M344 treatment enhanced CB CD34^+^ cells homing in both BM and spleen in NSG mice (Fig. 1h).

Long-term engraftment of human CB CD34^+^ cells was assessed by limiting dilution assay to compare frequencies of SCID-repopulating cells (SRCs) in vehicle and M344-treated CB CD34^+^ cells. M344-treated CB CD34^+^ cells manifested significantly greater engraftment in primary NSG recipient mice compared with that of the vehicle control-treated group (Fig. 2a, b). Human myeloid and B-cell chimerisms were also significantly increased (Fig. 2b). Poisson distribution analysis revealed an SRC frequency of 1/3216 for the vehicle control-treated group and 1/746 for the M344-treated group. This reflected respectively 311 and 1341 SRCs in 1 × 10^6^ cells from vehicle control and M344-treated cultures, resulting in a 4.3-fold increase in the number of functionally detectable SRCs compared with the vehicle control group (Fig. 2c, d and Supplementary Table 1, 2). To evaluate self-renewal capability, we transplanted BM cells from primary NSG recipient mice into secondary sublethally irradiated NSG mice. The M344-treated group resulted in greater engraftment in transplanted secondary recipients (Fig. 2e), suggesting we had increased engraftment of long-term self-renewing human CB HSCs after M344 treatment.

**Fig. 2:**
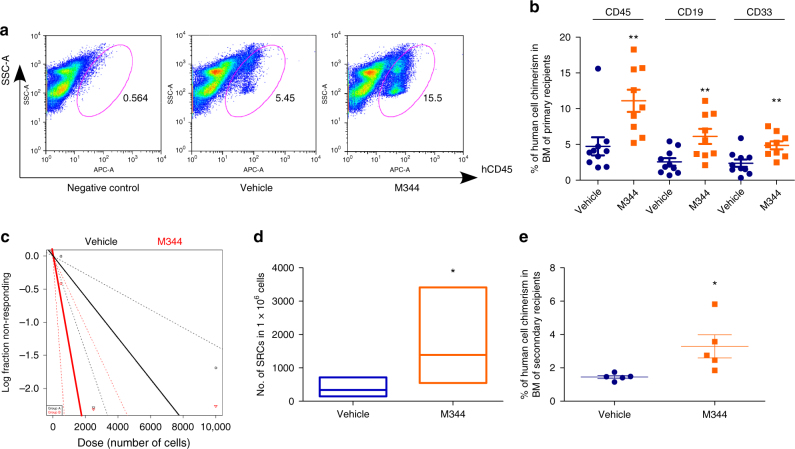
Inhibition of HDAC promotes long-term engraftment of human CB HSC. **a** Representative flow cytometric analysis of human engraftment in the BM of NSG mice, 16 weeks after transplantation. Left is from a mouse without transplantation (negative control), center and right are from mice transplanted with human CB CD34^+^ cells treated with vehicle control or M344 for 16 h. Human engraftment was assessed as the percentage of human CD45^+^ cells. **b** The percentage of human CD45^+^ cells, B-cell (CD19^+^), and myeloid cell (CD33^+^) chimerism in the BM of NSG mice after transplantation with 10,000 CB CD34^+^ cells that had been treated with vehicle or M344. The data were pooled from two independent experiments (*n* = 10 mice for vehicle group, *n* = 9 for M344 group, *t*-test, **p < 0.01). **c**, **d** The frequency of human SRCs in CB CD34^+^ cells treated with vehicle control or M344. **c** Poisson statistical analysis of data from Supplementary Table 1. *n* = 30 mice in total. Shapes represent the percentage of negative mice for each dose of cells. Solid lines indicate the best-fit linear model for each data set. Dotted lines represent 95% confidence intervals. **d** HSC frequencies (line in the box) and 95% confidence intervals (box) presented as the number of SRCs in 1 × 10^6^ CD34^+^ cells. Poisson statistical analysis, *p < 0.05. **e** Human CD45^+^ cell chimerism in the BM of secondary recipient NSG mice at 16 weeks, which had been transplanted with 5 × 10^6^ BM cells from primary recipient NSG mice (*n* = 5 mice per group, *t*-test, *p < 0.05). For all panels, data are shown as dot plots (mean ± SEM)

### HDAC5 inhibition promotes CB HSC homing and engraftment

Eighteen HDACs divided into four classes have been identified in humans^20,32^. Mechanisms regarding HDAC regulation of HSC homing and engraftment are largely unknown. Using short hairpin RNA to knockdown expression of individual HDACs in CB CD34^+^ cells (Supplementary Fig. 2), we surprisingly found that only *HDAC5* shRNA transfection resulted in upregulation of membrane CXCR4 expression (Fig. 3a). Flow cytometry and confocal imaging analysis revealed increased membrane CXCR4 expression by LMK235^33^, a selective inhibitor of HDAC5 (Fig. 3b–d and Supplementary Fig. 3a). In contrast, inhibition of other HDACs showed no effects on membrane CXCR4 expression in CB CD34^+^ cells (Supplementary Fig. 3b). Similar to M344, HDAC5 inhibition by LMK235 resulted in significantly higher membrane CXCR4 expression in CB HSCs, MPPs, CD34^+^CD38^−^CD90^+^, and CD34^+^CD38^−^ cells (Supplementary Fig. 3c-f). We also examined the expression of HDAC5 and found that HDAC5 is highly expressed in CB HSCs (Supplementary Fig. 3g, h), suggesting a potential important role of HDAC5 in HSCs.

**Fig. 3:**
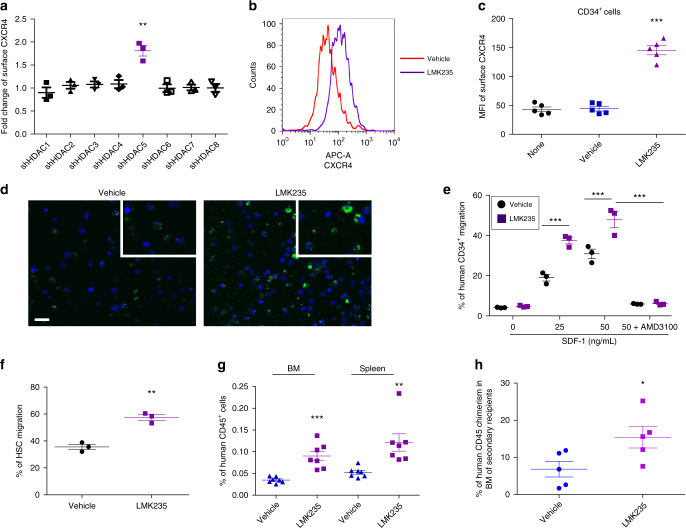
Inhibition of HDAC5 enhances CB HSC homing by upregulating CXCR4 surface expression. **a** Fold change of mean fluorescence intensity of surface CXCR4 of human CB CD34^+^ cells after transfecting cells with indicated shRNA for individual HDACs. Individual shRNA knockdown efficiency was shown in Supplementary Fig. 2. Data pooled from three independent experiments are shown (*n* = 3, *t*-test, **p < 0.01). **b** Histogram of surface CXCR4 expression of human CB CD34^+^ cells treated with vehicle or HDAC5 inhibitor LMK235. Representative histogram from five independent experiments is shown. **c** Quantification of mean fluorescence intensity (MFI) of surface CXCR4 of human CB CD34^+^ cells treated with vehicle or HDAC5 inhibitor LMK235. None indicates the group without any treatment. Data pooled from five independent experiments are shown (*n* = 5, one-way ANOVA, ***p < 0.001). **d** Confocal imaging analysis of surface CXCR4 expression of human CB CD34^+^ cells treated with vehicle or LMK235. Green indicates CXCR4 expression; DAPI (blue) labels the cell nucleus. Representative images from two independent experiments are shown (the inset shows the amplified part of the image). Scale bar: 20 μm. **e** Human CB CD34^+^ cells migration toward human recombinant SDF-1, as quantified by flow cytometry. Data pooled from three independent experiments are shown (each dot represents an independent chemotaxis, *n* = 3 CB samples, one-way ANOVA, ***p < 0.001). **f** Migration of human phenotypic HSCs in CB CD34^+^ cells toward human recombinant SDF-1 (50 ng/mL), as quantified by flow cytometry. Data pooled from three independent experiments are shown (each dot represents an independent chemotaxis, *n* = 3 CB samples, *t*-test, **p < 0.01). **g** The percentage of human CD45^+^ cells in the BM and spleen of NSG mice 24 h after transplantation with 500,000 CB CD34^+^ cells that had been treated with vehicle or LMK235. Data pooled from seven independent experiments are shown (*n* = 7 mice per group, *t*-test, **p < 0.01, ***p < 0.001). **h** The percentage of human CD45^+^ cells in the BM of secondary recipient NSG mice that were transplanted with BM cells from primary mice used in the homing assay (*n* = 5 mice per group, *t*-test, *p < 0.05). For all panels, data are shown as dot plots (mean ± SEM)

We next assessed whether HDAC5 inhibition can promote chemotaxis of CB HSCs toward SDF-1. LMK235 treatment significantly enhanced chemotaxis of CB CD34^+^ cells toward SDF-1, which can be fully blocked by CXCR4 antagonist AMD3100 (Fig. 3e). Enhanced migration to SDF-1 by LMK235 was also observed in the HSC population (Fig. 3f). We then tested whether HDAC5 inhibition enhanced homing in vivo. Human CB CD34^+^ cells were treated with vehicle and LMK235 for 16 h and transplanted into sublethally irradiated NSG mice, we found that LMK235 treatment greatly increased the homing efficiency of CB CD34^+^ cells (Fig. 3g). To further demonstrate that the homed cells contain self-renewing HSCs, we collected BM cells from primary NSG recipients used in the homing assay and injected them into secondary recipients to check for long-term engraftment. We found that LMK235-treated CD34^+^ cells also showed increased engraftment in these transplanted secondary recipients (Fig. 3h), suggesting LMK235 treatment promoted homing of self-renewing CB HSCs.

Next we performed limiting dilution assay to compare the frequency of SRCs for vehicle and LMK235-treated CB CD34^+^ cells. Engraftment of LMK235-treated CB CD34^+^ cells was largely elevated in primary NSG recipient mice, compared with the vehicle control-treated group (Fig. 4a, b). Human myeloid and B-cell chimerisms were also significantly increased (Fig. 4b). The SRC frequency was 1/7916 in vehicle control-treated CB CD34^+^ cells with an increased SRC frequency of 1/1326 in LMK235-treated cells, with 126 and 754 SRCs, respectively, in 1 × 10^6^ cells from vehicle control- and LMK235-treated cells, demonstrating a 6.0-fold increase in numbers of functionally detectable SRCs compared with vehicle control (Fig. 4c, d and Supplementary Tables 3, 4). LMK235-treated CB CD34^+^ cells also showed increased engraftment in transplanted secondary recipients (Fig. 4e). Thus, HDAC5 inhibition enhances engraftment of long-term repopulating, self-renewing human CB HSCs.

**Fig. 4:**
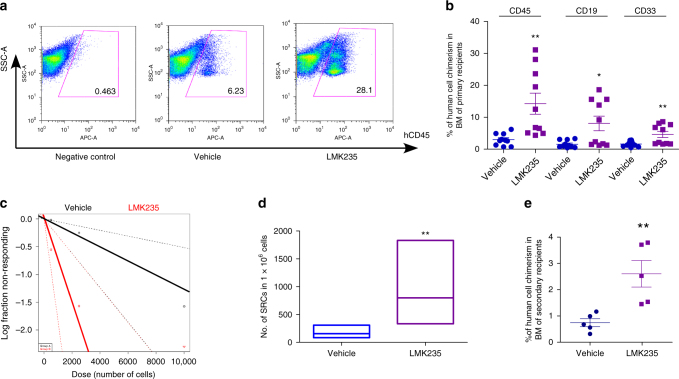
Inhibition of HDAC5 increases long-term engraftment of human CB HSC. **a** Representative flow cytometric analysis of human engraftment in the BM of NSG mice, 16 weeks after transplantation. Left is from a mouse without transplantation (negative control), center and right are from mice transplanted with human CB CD34^+^ cells treated with vehicle control or LMK235 for 16 h. Human engraftment was assessed as the percentage of human CD45^+^ cells. **b** The percentage of human CD45^+^ cells, B-cell (CD19^+^), and myeloid cell (CD33^+^) chimerism in the BM of NSG mice after transplantation with 10,000 CB CD34^+^ cells that had been treated with vehicle or LMK235. The data were pooled from two independent experiments (*n* = 10 mice per group, *t*-test, *p < 0.05. **p < 0.01). **c**,**d** The frequency of human SRCs in CB CD34^+^ cells treated with vehicle control or LMK235. **c** Poisson statistical analysis of data from Supplementary Table 3. *n* = 30 mice in total. Shapes represent the percentage of negative mice for each dose of cells. Solid lines indicate the best-fit linear model for each data set. Dotted lines represent 95% confidence intervals. **d** HSC frequencies (line in the box) and 95% confidence intervals (box) presented as the number of SRCs in 1 × 10^6^ CD34^+^ cells. **p < 0.01. **e** Human CD45^+^ cell chimerism in the BM of secondary recipient NSG mice at 16 weeks, which had been transplanted with 5 × 10^6^ BM cells from primary recipient NSG mice (*n* = 5 mice per group, *t*-test, **p < 0.01). For all panels, data are shown as dot plots (mean ± SEM)

### HDAC5 inhibition promotes *CXCR4* transcription

HDACs regulate gene transcription by modifying histone and chromatin structures^20^. Quantitative reverse transcription-PCR showed increased *CXCR4* messenger RNA levels in both M344 and LMK235-treated CB CD34^+^ cells compared with vehicle control (Fig. 5a). The levels of *CXCR4* mRNA also increased in HDAC5 knockdown CB CD34^+^ cells, indicating that HDAC5 inhibition promotes *CXCR4* expression at a transcriptional level (Fig. 5b). Chromatin immunoprecipitation (ChIP) assays examined chromatin status at the *CXCR4* promoter region. Acetylation levels on histone 3 lysine 9 (H3K9) and histone 4 lysine 16 (H4K16) were significant higher in both M344- and LMK235-treated CB CD34^+^ cells compared with vehicle control, suggesting that increased histone acetylation levels at the *CXCR4* promoter region contributes to increased *CXCR4* transcription (Fig. 5c, d). The action of histone acetyltransferase is opposite to that of HDACs^34^, so we tested effects of histone acetyltransferase p300 inhibitor, C646, on surface expression of CXCR4 in CB CD34^+^ cells. Treatment of CB CD34^+^ cells with C646 suppressed effects of M344 and LMK235 on CXCR4 expression (Fig. 5e). Another p300 inhibitor, EML425 showed similar suppressive effects on CXCR4 surface expression in CB CD34^+^ cells treated with M344 and LMK235 (Supplementary Fig. 4a). This suggests that a balance between histone acetyltransferase and deacetylase is important for CXCR4 expression in CB CD34^+^ cells.

**Fig. 5:**
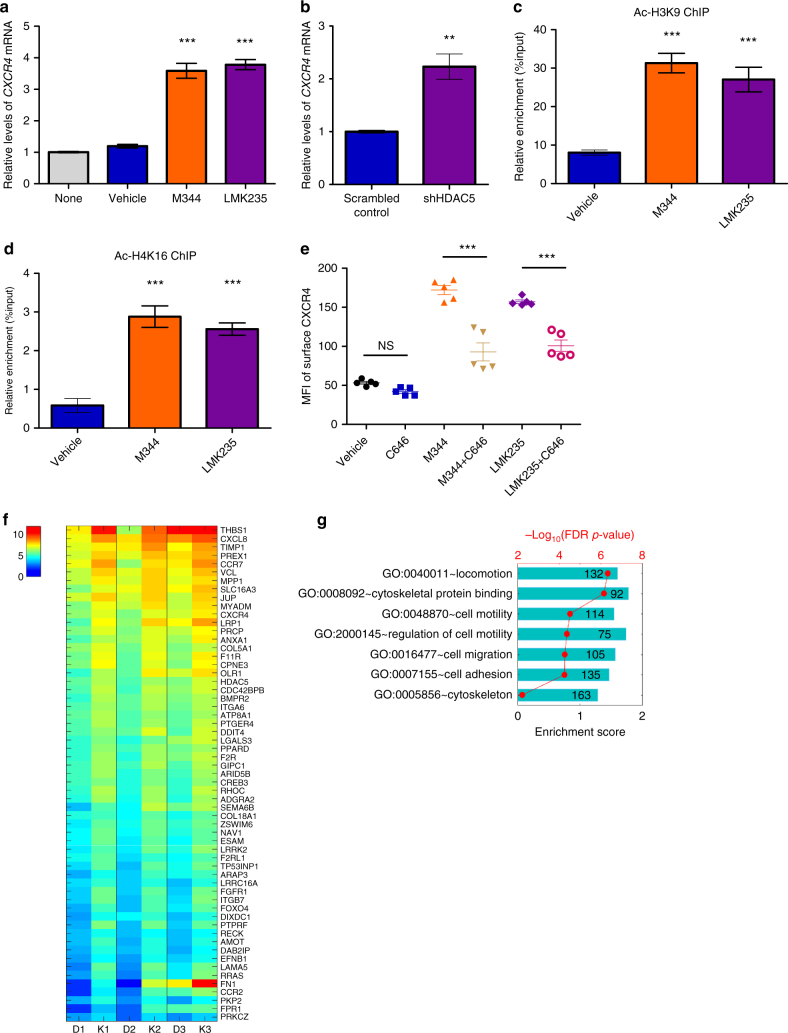
Inhibition of HDAC5 promotes *CXCR4* transcription. **a** *CXCR4* mRNA levels in M344- or LMK235-treated human CB CD34^+^ cells, relative to vehicle-treated cells, as assessed by quantitative RT-PCR. None indicates the group without any treatment. Data pooled from two independent experiments are shown (*n* = 6, one-way ANOVA, ***p < 0.001). **b** Human CB CD34^+^ cells were transfected with scrambled control or HDAC5 shRNA plasmids, then *CXCR4* mRNA levels were analyzed by quantitative RT-PCR. Data pooled from two independent experiments are shown (*n* = 6, *t*-test, **p < 0.01). **c**, **d** Acetylated H3K9 (Ac-H3K9, **b**) and H4K16 (Ac-H4K16, **c**) levels on *CXCR4* promoter in vehicle, M344-, or LMK235-treated human CB CD34^+^ cells, as assessed by ChIP assays. Data pooled from two independent experiments are shown (*n* = 6, one-way ANOVA, ***p < 0.001). **e** Mean fluorescence intensity (MFI) of surface CXCR4 in vehicle, C646 (50 μM), M344-, M344 + C646-, LMK235-, LMK235 + C646-treated human CB CD34^+^ cells, as assessed by flow cytometry. Data pooled from two independent experiments are shown (*n* = 5, one-way ANOVA, ***p < 0.001, NS indicates *p* > 0.05). **f** Heatmap of upregulated differentially expressed genes (DEGs) associated with “cell migration” whose average count-per-million (CPM) larger than 8 in vehicle control group (details described in Methods section). D1, D2, D3 represent three vehicle control-treated groups; K1, K2, K3 represent three LMK235-treated groups (*n* = 3 CB samples). **g** Selected GOs that are significantly enriched and showed upregulated expression in LMK235-treated group compared with vehicle control group. For all panels, data are shown as mean ± SEM

### Transcriptome analysis after HDAC5 inhibition

To gain further insight into the effects of HDAC5 inhibition, we performed RNA sequencing (RNA-seq) on LMK235- and vehicle-treated CB CD34^+^ cells. 

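RNA was sequenced from CB CD34+ cells treated for 16 h with LMK235, an inhibitor of HDAC4 and HDAC5, or with DMSO as vehicle, in 3 libraries per group. The paper's methods give a dose of 1 μM for LMK235 and describe a paired comparison of replicates, so each LMK235 library was paired with the vehicle library of the same replicate number (3 CB samples). The authors mapped the reads to hg19 with STAR and assigned uniquely mapped reads to refGene genes with featureCounts, and the deposited values are raw counts per gene. Summed over all genes, the vehicle libraries held 63887429, 72873674 and 66337202 counts and the LMK235 libraries 58812492, 68852559 and 66344174 counts. From these counts, edgeR's quasi-likelihood test with TMM normalization was applied with the CB sample as a block, to the 16637 genes that passed edgeR's filter on low counts (at least 10 counts in a library of median size). p-values were adjusted by the Benjamini-Hochberg method. A gene was called a DEG by the paper's thresholds, an adjusted p under 0.01 together with a fold change over 1.7 or under 0.588. Levels are given as CPM on the TMM scale, and fold changes as LMK235 over vehicle within CB samples. Lists of genes by function and cell type, and the rule for the genes that are named, were fixed before the counts were examined. The paper's Fig. 5f, made from the same libraries, had also been seen before then. Lists were tested with limma's camera at a preset correlation between genes of 0.01 and an adjusted p threshold of 0.05. No list passed when the correlation was estimated from the 6 libraries instead, but with so few libraries that test had little power. For cyclin-dependent kinase inhibitors the estimated correlation was 0.00731, under the preset one. Camera's unadjusted p for that list still went from 0.00957 to 0.12.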

As expected, CXCR4 was identified as one of the positive hits (Fig. 5f). 

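CXCR4, the receptor for SDF-1, rose with LMK235 in each of the 3 CB samples. Its level was 87.4 ± 31.4 CPM (SD, n = 3) in vehicle-treated cells and 143 ± 35.4 CPM (SD, n = 3) in LMK235-treated cells. Within CB samples the level went from 71.9 to 118 CPM, from 66.8 to 128 CPM and from 124 to 184 CPM, a 1.67-fold difference. HDAC5, a target of the inhibitor, rose as well, from 49.2 ± 11.0 to 88.3 ± 15.7 CPM (SD, n = 3 each). Other receptors and adhesion proteins labelled in Fig. 5f rose more than CXCR4 did by fold change. ITGB7, an integrin subunit of lymphocyte homing, went from 14.8 ± 1.86 to 50.9 ± 9.88 CPM, CCR7, a chemokine receptor of lymph node homing, from 141 ± 64.8 to 323 ± 115 CPM, and FGFR1, a receptor for fibroblast growth factors, from 15.0 ± 0.404 to 48.4 ± 2.54 CPM (SD, n = 3 each).

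**Figure D1:**
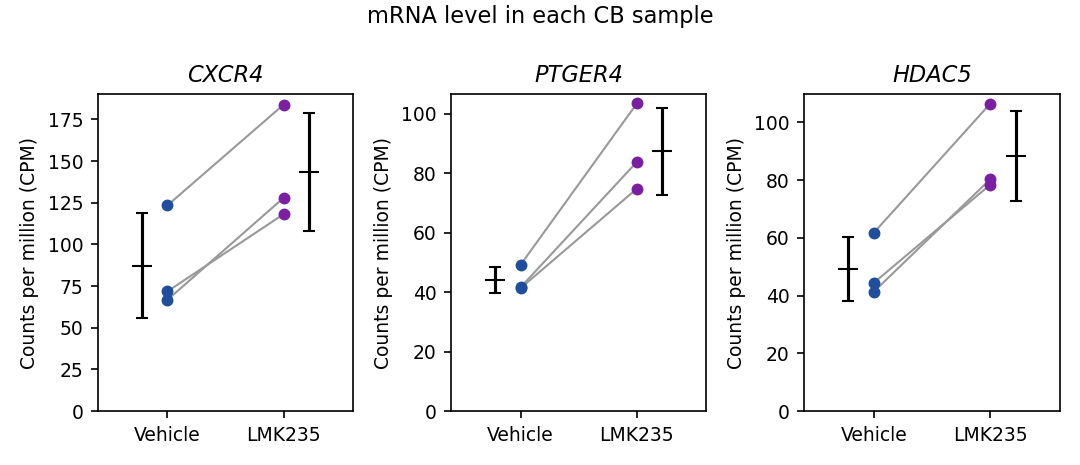
mRNA levels of CXCR4, PTGER4 and HDAC5 in CPM on linear axes from 0, in vehicle-treated (blue) and LMK235-treated (purple) CB CD34+ cells. Grey lines join the libraries of 1 CB sample, black bars are the mean ± SD of 3 CB samples, and for each of the 3 genes the level is higher with LMK235 in all 3 pairs.

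In the paired comparison, CXCR4 had a log2 fold change of 0.74 (standard error 0.087, adjusted p = 0.000483 from edgeR's quasi-likelihood test), under the fold threshold for a DEG; it was a DEG with upper quartile scaling, with no filter on low counts, when only genes over 2 CPM in vehicle were tested, with the gene length trend removed, and without the first or the third CB sample. HDAC5 had a log2 fold change of 0.85 (standard error 0.074, adjusted p = 0.000152) and was a DEG. CXCR4 lies on chromosome 2 of hg19 from 136871919 to 136875725 on the reverse strand, in 2 exons. Of the 59 genes labelled in Fig. 5f, all 59 were higher in all 3 CB samples, 58 had an adjusted p under 0.01 and 55 were DEGs. The paper chose these genes as upregulated in the same libraries, so the tally is not independent evidence of their direction. Without the block for the CB sample the adjusted p was 0.0802 for CXCR4, 0.0139 for HDAC5 and 0.0529 for CCR7, and 33 of the 59 were DEGs.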

Consistent with the reports showing that PGE2 promotes HSC homing^15^, we identified that PTGER4, a PGE2 receptor, has a strong enrichment in LMK235-treated CB CD34^+^ cells (Fig. 5f). 

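PTGER4, the EP4 receptor for PGE2, rose 1.97-fold with LMK235, from 44.1 ± 4.45 to 87.3 ± 14.6 CPM (SD, n = 3 each), and was higher in all 3 CB samples. HPGD, the enzyme that inactivates prostaglandins, rose too, from 40.7 ± 14.9 to 74.1 ± 27.2 CPM, and PTGDR2, a receptor for prostaglandin D2, rose from 2.82 ± 0.982 to 7.17 ± 2.16 CPM (SD, n = 3 each). Of 19 tested genes for prostaglandin receptors and enzymes, 4 were DEGs higher with LMK235, 1 was a DEG lower and 14 were not DEGs, with the same counts when adjusted over the list alone. The other DEGs, named after their values were seen, were PTGER1, the EP1 receptor, higher at a low level (0.402 to 1.02 CPM), and PTGIR, the prostacyclin receptor, lower (32.5 to 13.8 CPM). Of the other PGE2 receptors, PTGER2 (EP2) had a log2 fold change of 0.67 (adjusted p = 0.000614), under the fold threshold, and PTGER3 (EP3) one of 1.05 (adjusted p = 0.0159). PTGS2, the inducible enzyme of prostaglandin synthesis, had a log2 fold change of 0.06 (adjusted p = 0.862); these 3 were named after their values were seen.
For PTGER4, on chromosome 5 of hg19 from 40680032 to 40693837 in 3 exon blocks, the log2 fold change was 0.98 (standard error 0.077, adjusted p = 0.000112 from edgeR's quasi-likelihood test). It stayed a DEG under every alternative that was run. The list as a whole did not pass camera (median log2 fold change 0.49, adjusted p = 0.167). Without the block for the CB sample the adjusted p was 0.108 for HPGD and 0.0175 for PTGDR2.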

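Cell adhesion genes rose as a group with LMK235 in CB CD34+ cells, whereas genes of migration signalling went both ways. MCAM, an adhesion molecule of endothelial cells, rose from 5.00 ± 1.17 to 61.4 ± 8.09 CPM, ICAM5, an adhesion molecule that binds leukocyte integrins, from 10.2 ± 4.01 to 49.8 ± 12.3 CPM, and F11R, a junctional adhesion molecule, from 60.1 ± 11.1 to 162 ± 26.8 CPM (SD, n = 3 each). The integrin subunits ITGA7 and ITGA3, which form laminin receptors, rose from 7.27 ± 1.05 to 46.2 ± 8.13 CPM and from 2.23 ± 0.156 to 14.2 ± 1.32 CPM. RHOC, a Rho GTPase of cell motility, rose from 31.4 ± 2.93 to 86.9 ± 9.41 CPM, while NRP1, a coreceptor for semaphorins and VEGF, fell from 70.3 ± 61.3 to 5.08 ± 2.91 CPM (SD, n = 3 each).
Of 58 adhesion molecules other than integrins, 21 were DEGs higher and 4 were DEGs lower, and 33 were not DEGs; the counts were 21 and 4 when adjusted over the list alone. The list passed camera (median log2 fold change 0.39, adjusted p = 0.00452, and adjusted p = 0.741 with an estimated correlation). The 4 that fell were CD34, the antigen on which the cells were selected (374 ± 63.5 to 205 ± 24.6 CPM; under the fold threshold with upper quartile scaling and without the third CB sample), CLDN1, DSC2 and SIGLEC1, the last 3 named after their values were seen. Of 25 integrin subunits, 6 were DEGs higher and 1 was a DEG lower, and 18 were not DEGs (7 and 1 when adjusted over the list alone; camera adjusted p = 0.0563). ITGA4, a subunit of VLA-4, had a log2 fold change of -0.29 (adjusted p = 0.0715), and one of -0.42 without the first CB sample (adjusted p = 0.00231). Of 73 signalling genes of migration, 15 were DEGs higher, 7 were DEGs lower and 51 were not DEGs, with the same counts when adjusted over the list alone (median log2 fold change 0.13, camera adjusted p = 0.093). RRAS, a small GTPase of integrin signalling, rose from 12.3 ± 5.85 to 43.4 ± 11.7 CPM, and FGR, a SRC family kinase, fell from 57.2 ± 14.4 to 16.2 ± 1.90 CPM (SD, n = 3 each). RHOA, another Rho GTPase, had a log2 fold change of 0.22 (adjusted p = 0.0617; 0.00826 with the gene length trend removed). Of 32 receptors, integrins and niche factors of HSC homing, 7 were DEGs higher, 1 was a DEG lower and 24 were not DEGs, again also when adjusted over the list alone (camera adjusted p = 0.093). ESAM, an endothelial adhesion molecule also present on HSCs, rose from 21.9 ± 1.11 to 46.9 ± 0.566 CPM. FUT7, which makes selectin ligands, fell from 16.9 ± 2.12 to 5.60 ± 1.23 CPM (SD, n = 3 each). Markers of other cell types moved with the treatment beside these lists: of 45 monocyte, macrophage and dendritic cell genes 18 were DEGs lower and 4 were DEGs higher, and of 22 B cell genes 11 were lower and 0 higher, in each case also when adjusted over the list alone.

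**Figure D2:**
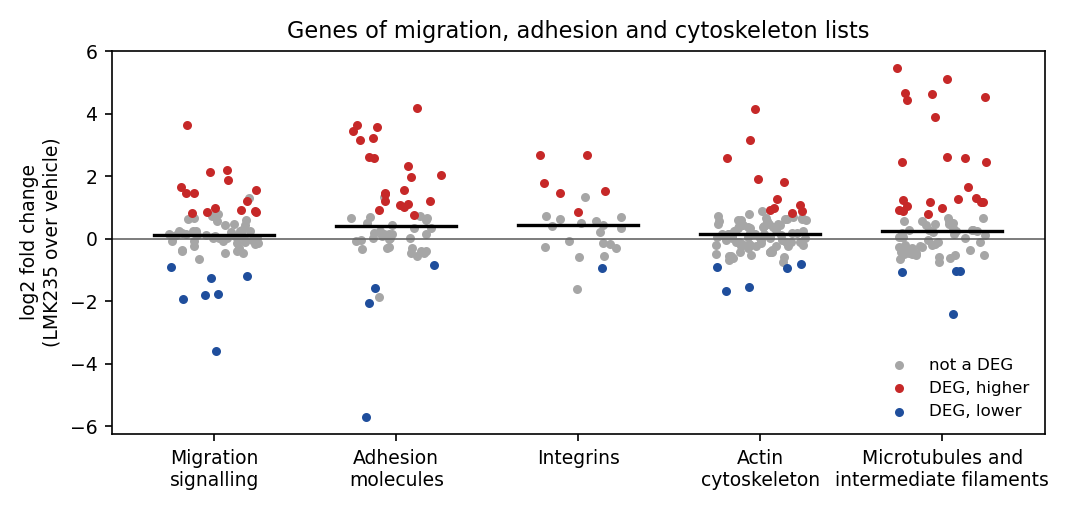
log2 fold change (LMK235 over vehicle, 3 CB samples) of each tested gene in 5 lists, 1 point per gene, spread sideways at random. Black lines are list medians, red and blue points are DEGs higher and lower with LMK235, and the adhesion list has 21 red and 4 blue points.

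Of the genes labelled in Fig. 5f, which the paper had chosen on these libraries, 7 were in the adhesion list, 11 in the migration list and 6 in the homing list. In one-sided Fisher exact tests against all tested genes, DEGs higher with LMK235 were overrepresented among adhesion molecules (p = 4.88e-06, adjusted over the lists 9.52e-05) and, before adjustment only, among migration genes (p = 0.0421, adjusted 0.41). With the genes of Fig. 5f left out, the adhesion list still passed camera (median log2 fold change 0.17, adjusted p = 0.0438) but not the Fisher test (adjusted p = 0.0516), and the migration list had 4 DEGs higher and 7 lower (Fisher p = 0.966). Also with them left out, the homing list had 2 DEGs higher and 1 lower (camera adjusted p = 0.558) and the integrins 4 and 1 (0.136). The paper chose the genes of Fig. 5f as upregulated in these libraries, so leaving them out lowers each list by construction. A list that no longer passed is therefore not evidence against a rise. Among genes with a mean of over 2 CPM in vehicle, the level the paper required of DEGs in its functional analysis, the lists of migration (adjusted p = 0.0212), integrins (0.0195) and homing (0.0432) passed camera as well. The genes of Fig. 5f were not left out in that setting, and its filter came before scaling and testing, whereas the paper applied its own to DEGs. Without the third CB sample the integrins passed too (adjusted p = 0.0301).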

Gene ontology (GO) analysis revealed an upregulation of gene sets linked with cell locomotion, cell motility, cell migration, and cell adhesion, all of which have been reported to be involved in HSC homing (Fig. 5g). Cytoskeleton rearrangements have been shown to be crucial during HSC homing process^35,36^. 

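Genes of microtubules and intermediate filaments included some of the largest rises with LMK235 in CB CD34+ cells, while actin cytoskeleton genes went both ways. KIF1A and KIF5C, kinesins that carry cargo along the axons of neurons, rose from 4.65 ± 0.998 to 115 ± 15.2 CPM and from 1.24 ± 0.328 to 31.1 ± 1.84 CPM (SD, n = 3 each). MAPT, the microtubule-binding protein tau, rose from 0.380 ± 0.0809 to 13.4 ± 1.63 CPM (SD, n = 3 each). FLNC, an actin crosslinker of muscle, rose from 2.99 ± 1.08 to 25.9 ± 5.30 CPM, and FERMT3, the kindlin of blood cells that activates integrins, fell from 424 ± 26.4 to 133 ± 11.7 CPM (SD, n = 3 each).
Of 76 tested genes for microtubule and intermediate filament proteins, 23 were DEGs higher, 4 were DEGs lower and 49 were not DEGs, with the same counts when adjusted over the list alone. The 4 that fell, named after their values were seen, were TUBA1B, LMNB1, KRT1 and TUBA8, of which the tubulin TUBA1B had the highest level (1416 to 687 CPM). TUBB2B, a tubulin of neurons, rose from 0.416 ± 0.0907 to 18.4 ± 3.11 CPM (SD, n = 3 each); it is nearly identical to TUBB2A, and only uniquely mapped reads were counted. TUBB, the tubulin with the highest level, had a log2 fold change of -0.46 (adjusted p = 0.00316), and VIM, the intermediate filament vimentin, one of 0.57 (adjusted p = 0.00262), both under the fold thresholds. Neither passed without the second CB sample (adjusted p = 0.0362 and 0.011) or without the block for the CB sample (0.082 and 0.0788). Of 100 actin cytoskeleton and focal adhesion genes, 11 were DEGs higher, 5 were DEGs lower and 84 were not DEGs, and the counts were 11 and 5 when adjusted over the list alone. PFN2, an actin-binding profilin, rose from 3.51 ± 0.846 to 21.0 ± 3.26 CPM, and ENAH, which promotes actin filament growth, from 2.92 ± 0.192 to 10.3 ± 0.493 CPM (SD, n = 3 each). Besides FERMT3, the genes that fell were FERMT1, FMNL1, EVL and PARVB, named after their values were seen. ACTB and ACTG1, the cytoplasmic actins, had log2 fold changes of -0.20 (adjusted p = 0.113) and -0.10 (adjusted p = 0.341). Beside these lists, 21 of 42 neuronal genes were DEGs higher and 3 were lower (23 and 4 when adjusted over the list alone); MAPT, MAP2, TUBB3 and STMN3, the last 3 named after their values were seen, stood in both that list and the microtubule list.
The microtubule list passed camera narrowly (median log2 fold change 0.24, adjusted p = 0.0457, and adjusted p = 0.741 with an estimated correlation), and the actin list did not (median 0.14, adjusted p = 0.167). In one-sided Fisher exact tests, DEGs higher with LMK235 were overrepresented among microtubule and filament genes (p = 5.06e-05, adjusted over the lists 0.000658) but not among actin genes (p = 0.751). The microtubule list no longer passed camera without the first CB sample (adjusted p = 0.0972), without its 2 genes of Fig. 5f (0.0591), with the gene length trend (0.115) or the GC trend (0.0601) of each library removed, with upper quartile scaling (0.0639) or among genes over 2 CPM in vehicle (0.079), where the actin list did pass (0.0425). By the Fisher test the microtubule list passed under each of these alternatives (adjusted p at most 0.00745). The actin list did not pass it over 2 CPM in vehicle (0.676).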

GO analysis also showed a significant enrichment of transcripts associated with cytoskeleton and cytoskeleton-binding proteins in LMK235-treated CB CD34^+^ cells (Fig. 5g). These transcriptomic data provide additional evidence supporting that HDAC5 modulates HSC homing through transcriptional regulation.

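With LMK235, 2134 genes were DEGs higher and 1491 were DEGs lower in CB CD34+ cells, or 12.8% and 8.96% of the genes tested. All 2134 and 1490 of the 1491 had the same direction in all 3 CB samples. Large rises outnumbered large falls: 844 genes rose and 270 fell by more than 4-fold, and 1126 of the genes that rose had a mean of at most 2 CPM in vehicle. Of the DEGs over 2 CPM in vehicle, 1008 were higher and 1230 were lower. Of the largest rises, APLP1, a relative of the amyloid precursor protein, went from 0.123 ± 0.0196 to 26.7 ± 4.67 CPM, DPYSL5, a collapsin response mediator protein of neurons, from 0.269 ± 0.111 to 22.3 ± 3.55 CPM, and ADGRB2, an adhesion G protein-coupled receptor of brain, from 1.04 ± 0.139 to 40.0 ± 2.50 CPM (SD, n = 3 each). Of the largest falls, MRC1, the mannose receptor of macrophages, went from 114 ± 63.3 to 0.894 ± 0.601 CPM, CCL2, a chemokine for monocytes, from 174 ± 88.2 to 12.4 ± 0.988 CPM, and IGLL1, a part of the pre-B cell receptor, from 29.9 ± 31.8 to 1.12 ± 1.21 CPM (SD, n = 3 each).
Lists of genes of growth and division fell, each with the same counts when adjusted over the list alone. Of 34 MYC and ribosome biogenesis genes, 13 were DEGs lower and 0 were DEGs higher (camera adjusted p = 6.29e-08, and adjusted p = 0.741 with an estimated correlation). Nucleolin (NCL), an abundant nucleolar protein, fell from 2881 ± 277 to 1466 ± 112 CPM, and SRM, the spermidine synthase, from 342 ± 41.3 to 132 ± 19.4 CPM (SD, n = 3 each). Of 40 S phase genes and 42 G2 and M phase genes, 5 of each list were DEGs lower and 0 were DEGs higher (camera adjusted p = 3.2e-07 and 2.13e-06, each 0.741 with an estimated correlation). By adjusted p alone, without the fold threshold, 28 and 25 were lower and 0 and 1 higher. One-sided Fisher exact tests for DEGs lower did not pass (adjusted p = 0.798 and 0.839). Without the block for the CB sample 2 S phase genes and 0 G2 and M phase genes were DEGs lower. MCM7, a part of the replicative helicase, fell from 674 ± 88.3 to 346 ± 47.2 CPM (SD, n = 3 each). Of 22 granule proteins of neutrophil progenitors, 13 were DEGs lower and 2 were DEGs higher (14 and 2 when adjusted over the list alone). MPO, myeloperoxidase, fell from 1129 ± 650 to 216 ± 135 CPM, and LYZ, lysozyme, rose from 633 ± 567 to 4048 ± 2226 CPM (SD, n = 3 each).
By log2 fold change, APLP1 rose by 7.73 (standard error 0.196, adjusted p = 8.91e-06) and MRC1 fell by 6.87 (standard error 0.586, adjusted p = 0.000144), both from edgeR's quasi-likelihood test. APLP1 had 24 counts over the 3 vehicle libraries and 5392 over the 3 LMK235 libraries, a ratio of 218 (95% interval 147 to 341 for counting error alone). Without the block for the CB sample there were 1384 DEGs higher and 918 lower, and IGLL1 (adjusted p = 0.0241), MPO (0.0198) and LYZ (0.0215) were not among them. When only genes over 2 CPM in vehicle were tested, with TMM scaling computed anew on them, there were 1178 DEGs higher and 1005 lower. The paper states that these transcriptomic data are additional evidence that HDAC5 acts on HSC homing through the regulation of transcription.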

### HDAC5 regulates levels of p65 acetylation

NF-κB signaling and NF-κB subunit p65 regulate CXCR4 expression in breast cancer cells and neuroblastoma^37,38^, and acetylation of p65 at lysine 310 (K310) regulates its DNA-binding activity and target gene transcription^39,40^. We hypothesized that HDAC5 regulates p65 acetylation to promote CXCR4 expression and HSC homing. We then examined the levels of p65 acetylation and found that p65 acetylation at K310 was markedly increased in CB CD34^+^ cells with M344 and LMK235 treatment (Fig. 6a, b). Treatment of CB CD34^+^ cells with C646 suppressed effects of M344 and LMK235 on p65 acetylation (Fig. 6b). Confocal imaging analysis confirmed elevated p65 acetylation in the nucleus of CB CD34^+^ cells with M344 and LMK235 treatment (Fig. 6c). p65 expression levels were unaltered in M344 and LMK235 compared with vehicle control-treated CB CD34^+^ cells (Supplementary Fig. 4b), suggesting that regulation of p65 by HDAC5 is posttranslational. Using ChIP assay we detected increased levels of acetylated p65 binding to the *CXCR4* promoter region in the LMK235-treated group compared with vehicle control (Fig. 6d). We next investigated whether HDAC5 physically interacted with p65. Indeed, we found that HDAC5 immunoprecipitated with acetylated p65 (Fig. 6e). Taken together, these results suggest HDAC5 interacts with p65 and regulates its acetylation, which potentially upregulates *CXCR4* transcription.

**Fig. 6:**
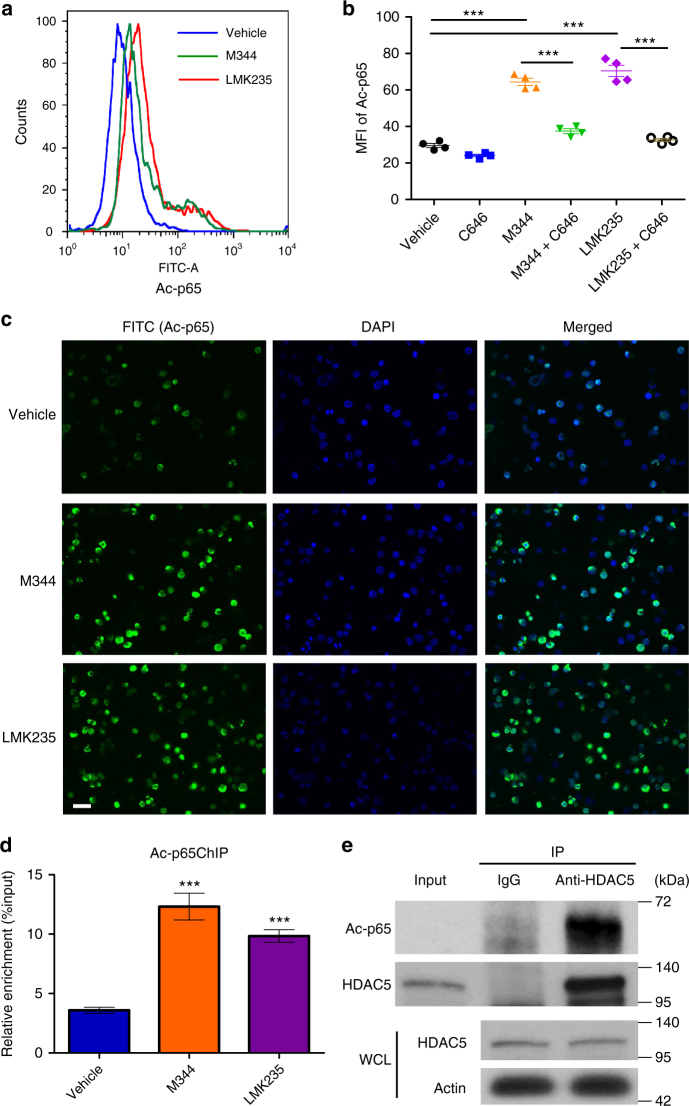
HDAC5 inhibition results in elevated levels of p65 acetylation. **a** Histogram of intracellular acetylated p65 (Ac-p65) levels of human CB CD34^+^ cells treated with vehicle, M344, or HDAC5 inhibitor LMK235. Representative histogram from three independent experiments is shown. **b** Mean fluorescence intensity (MFI) of intracellular acetylated p65 (Ac-p65) levels in vehicle, C646 (50 μM), M344-, M344 + C646-, LMK235-, LMK235 + C646-treated human CB CD34^+^ cells, as assessed by flow cytometry. Data pooled from two independent experiments are shown (*n* = 4, one-way ANOVA, ***p < 0.001). **c** Confocal imaging analysis of intracellular acetylated p65 (Ac-p65) levels of human CB CD34^+^ cells treated with vehicle, M344, or LMK235. Green indicates intracellular acetylated p65 staining; DAPI (blue) labels the cell nucleus. Representative images from two independent experiments are shown. Scale bar: 20 μm. **d** Acetylated p65 levels on *CXCR4* promoter in vehicle-, M344-, or LMK235-treated human CB CD34^+^ cells, as assessed by a ChIP assay. Data pooled from two independent experiments are shown (*n* = 6, one-way ANOVA, ***p < 0.001). **e** HDAC5 IP samples blotted with an anti-acetylated p65 antibody. HDAC5 and actin in the whole cell lysate (WCL) serve as loading controls. For all panels, data are shown as mean ± SEM

### Inhibition of NF-κB signaling suppresses HSC homing

To further confirm the role of NF-κB signaling in HSC homing, we next evaluated effects of NF-κB inhibition on surface expression of CXCR4 and CB HSC homing. Inhibition of the NF-κB signaling pathway by Andrographolide, BMS345541, or Pyrrolidinedithiocarbamate ammonium (PDTC) repressed effects of M344 and LMK235 on CXCR4 upregulation (Fig. 7a, b and Supplementary Fig. 5a). Andrographolide or BMS345541 treatment also suppressed SDF-1/CXCR4-mediated CB CD34^+^ cell chemotaxis (Fig. 7c and Supplementary Fig. 5b). Next we assessed the effects of NF-κB inhibition in vivo. Inhibition of the NF-κB signaling pathway by Andrographolide blocked enhanced homing of LMK235-treated CB CD34^+^ cells (Fig. 7d and Supplementary Fig. 5c). We followed long-term engraftment and confirmed that Andrographolide also suppressed LMK235-mediated increases of human cell chimerism in primary recipient mice (Fig. 7e, f). Our data indicate that inhibition of NF-κB signaling suppresses the effects of HDAC5 inhibition on CXCR4 upregulation, increased HSC homing, and engraftment.

**Fig. 7:**
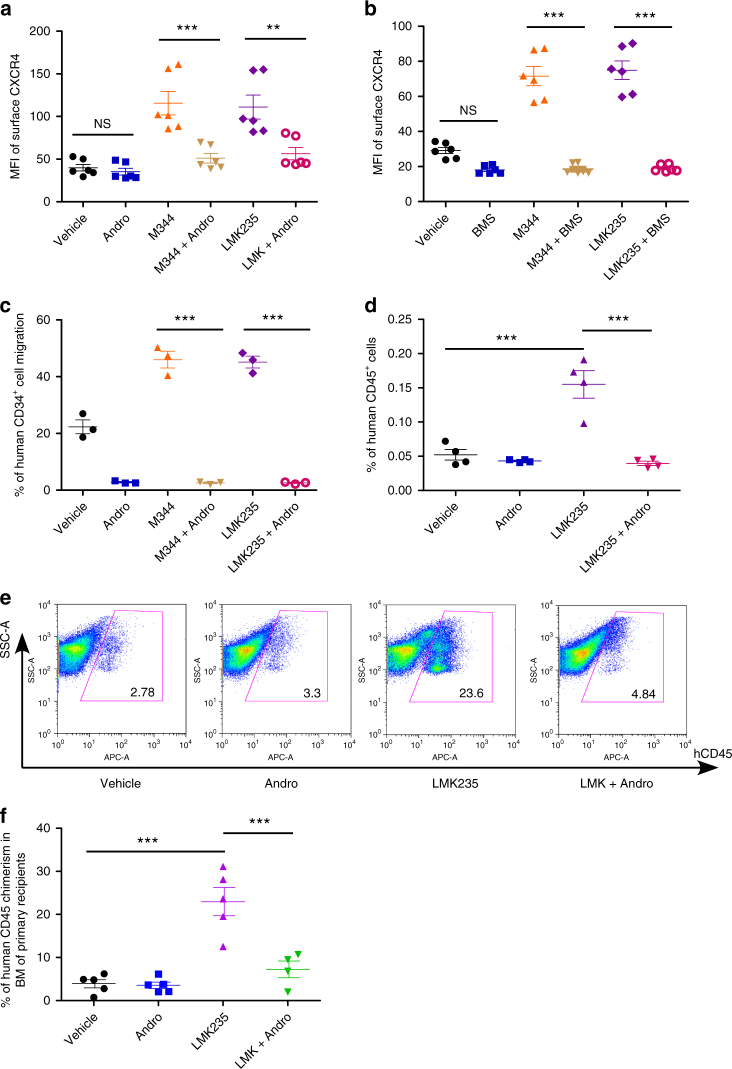
NF-κB signaling pathway is involved in HDAC5-mediated CB HSC homing. **a** Mean fluorescence intensity (MFI) of surface CXCR4 in vehicle, Andrographolide (Andro, 10 μM), M344-, M344 + Andro-, LMK235-, LMK235 + Andro-treated human CB CD34^+^ cells, as assessed by flow cytometry. Data pooled from three independent experiments are shown (*n* = 6, one-way ANOVA, **p < 0.01, ***p < 0.001, NS indicates *p* > 0.05). **b** Mean fluorescence intensity (MFI) of surface CXCR4 in vehicle, BMS345541 (BMS, 10 μM), M344-, M344 + BMS-, LMK235-, LMK235 + BMS-treated human CB CD34^+^ cells, as assessed by flow cytometry. Data pooled from three independent experiments are shown (*n* = 6, one-way ANOVA, ***p < 0.001, NS indicates *p* > 0.05). **c** The cells were cultured in the presence of vehicle, Andrographolide (Andro, 10 μM), M344, M344 + Andro-, LMK235, or LMK235 + Andro for 16 h and then allowed to migrate toward 50 ng/mL SDF-1 for 4 h. Data pooled from three independent experiments are shown (*n* = 3, one-way ANOVA, ***p < 0.001). **d** The percentage of human CD45^+^ cells in the BM of NSG mice 24 h after transplantation with 500,000 CB CD34^+^ cells that had been treated with vehicle, Andrographolide (Andro, 10 μM), LMK235, or LMK235 + Andro. Data pooled from four independent experiments are shown (*n* = 4 mice per group, one-way ANOVA, ***p < 0.001). **e** Representative flow cytometric analysis of human engraftment in the BM of NSG mice transplanted with human CB CD34^+^ cells treated with vehicle control, Andrographolide (Andro), LMK235, or LMK235 + Andro for 16 h. Human engraftment was assessed as the percentage of human CD45^+^ cells. **f** The percentage of human CD45^+^ cell chimerism in the BM of NSG mice after transplantation with 10,000 CB CD34^+^ cells that had been treated with vehicle control, Andrographolide (Andro), LMK235, or LMK235 + Andro for 16 h (*n* = 4–5 mice per group, one-way ANOVA, ***p < 0.001). For all panels, data are shown as dot plots (mean ± SEM)

### TNFα treatment results in enhanced HSC homing

TNFα activates canonical NF-κB signaling^41^. We found significant upregulation of surface CXCR4 expression after TNFα treatment in CB CD34^+^ cells, effects suppressed by inhibitors of the NF-κB signaling pathway (Fig. 8a). The levels of *CXCR4* mRNA also increased after TNFα treatment in CB CD34^+^ cells (Supplementary Fig. 6a). Moreover, TNFα treatment significantly enhanced chemotaxis towards SDF-1 and in vivo homing (Fig. 8b, c). Inhibition of the NF-κB pathway by Andrographolide blocked effects of TNFα-enhanced homing in vivo (Fig. 8c and Supplementary Fig. 6b). Long-term engraftment of human CB CD34^+^ cells was assessed in primary recipients transplanted with vehicle and TNFα-treated CB CD34^+^ cells. TNFα-treated CB CD34^+^ cells showed significantly elevated engraftment in NSG mice compared with that of the vehicle control-treated group (Fig. 8d, e). Human myeloid and B-cell chimerisms were also increased (Fig. 8e). Thus, activation of NF-κB signaling is sufficient to promote surface expression of CXCR4 and enhance homing and engraftment of CB CD34^+^ cells.

**Fig. 8:**
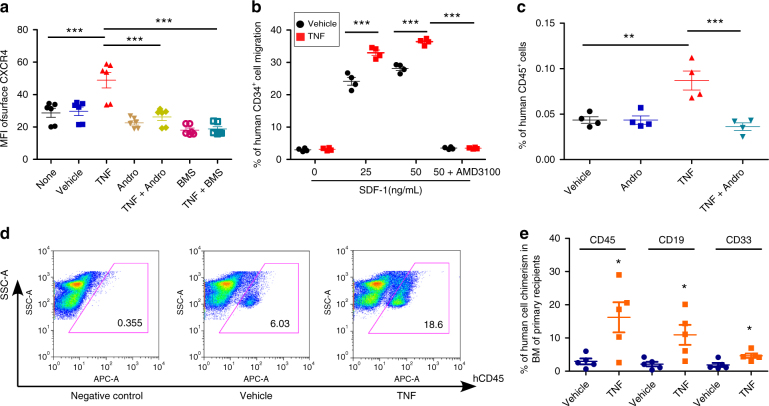
TNFα treatment results in significantly enhanced HSC homing and engraftment. **a** Mean fluorescence intensity (MFI) of surface CXCR4 in vehicle, TNFα (TNF, 100 ng/mL), Andrographolide (Andro)-, TNF + Andro-, BMS345541 (BMS)-, TNF + BMS-treated human CB CD34^+^ cells, as assessed by flow cytometry. None indicates the group without any treatment. Data pooled from three independent experiments are shown (*n* = 6, one-way ANOVA, ***p < 0.001). **b** The cells were cultured in the presence of vehicle or TNFα (TNF, 100 ng/mL) for 16 h and then allowed to migrate toward the indicated concentrations of SDF-1 for 4 h. Vehicle or TNF-treated human CB CD34^+^ cells migration in the presence of the CXCR4 antagonist, AMD3100 (5 μg/mL) were also shown. Data pooled from three independent experiments are shown (*n* = 3, one-way ANOVA, ***p < 0.001). **c** The percentage of human CD45^+^ cells in the BM of NSG mice 24 h after transplantation with 500,000 CB CD34^+^ cells that had been treated with vehicle, Andrographolide (Andro, 10 μM), TNFα (TNF, 100 ng/mL), or TNF + Andro. Data pooled from four independent experiments are shown (*n* = 4 mice per group, one-way ANOVA, **p < 0.01, ***p < 0.001). **d** Representative flow cytometric analysis of human engraftment in the BM of NSG mice transplanted with human CB CD34^+^ cells treated with vehicle control or TNFα (TNF, 100 ng/mL) for 16 h. Human engraftment was assessed as the percentage of human CD45^+^ cells. **e** The percentage of human CD45^+^ cells, B-cell (CD19^+^), and myeloid cell (CD33^+^) chimerism in the BM of NSG mice after transplantation with 10,000 CB CD34^+^ cells that had been treated with vehicle or TNFα (TNF, 100 ng/mL), *n* = 5 mice per group, *t*-test, *p < 0.05. For all panels, data are shown as dot plots (mean ± SEM)

## Discussion

HSC homing efficiency is a pivotal factor for a successful HCT-based clinical therapy. In this work, we show that upon HDAC5 inhibition, acetylated p65 binds to the CXCR4 promotor region, transcriptionally upregulates CXCR4 surface expression and enhances homing and long-term engraftment of self-renewing human CB HSCs (Fig. 9). Our study could lead to significant improvements particularly for CB transplantation, where limited HSC numbers presented in each single unit create clinical limitations.

**Fig. 9:**
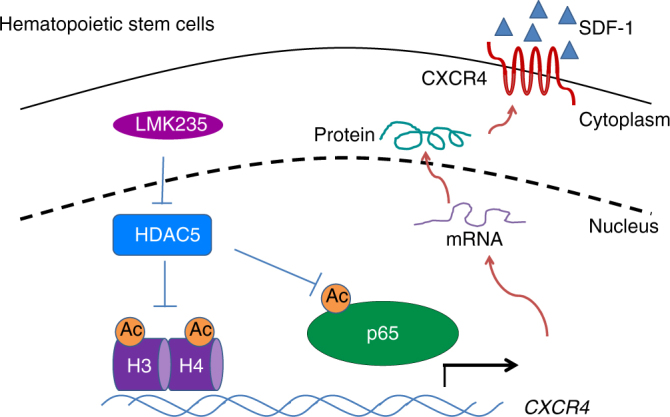
Model for the role of HDAC5 in regulating CXCR4 expression in human HSC/HPCs. HDAC5 inhibition by LMK235 results in enhanced acetylation of histone 3 on lysine 9 and histone 4 on lysine 16, as well as p65 acetylation. Acetylation of histone facilitates chromatin remodeling, whereas acetylation of p65 enhances its transcriptional activity. Acetylated p65 binds to *CXCR4* promoter region and induces higher expression of CXCR4 and thus enhances HSC/HPC homing and engraftment

It has been reported that HDAC inhibition promotes HSC ex vivo expansion and enhances engraftment^42,43^. However, the role of HDAC in HSC homing and the underlying mechanism were largely unknown. We now demonstrate, for the first time, that HDAC5 inhibition facilitates HSC engraftment by upregulating surface CXCR4, enhancing chemotaxis to SDF-1 and homing to the BM. HDAC inhibition has been shown to alter CXCR4 expression in various cell types and it seems the regulation could be either positive or negative depending on cell context. HDAC inhibition decreased surface CXCR4 expression in dendritic cells, CD4 T cells, and monocytes^44,45^, whereas inhibition of HDAC promoted surface CXCR4 expression in mesenchymal stem cells^46^ and HSCs (this study). It would be interesting to explore what kind of cell-type-specific factors cooperated with which specific HDAC to regulate CXCR4 expression in various types of cells.

HDAC5 belongs to the class IIa HDAC family and has been known to shuttle between the cytosol and the nucleus^20^. HDAC5 phosphorylation can be regulated by external signals, which would promote HDAC5 shuttling to the cytosol and relieve its transcription suppressive function. Thus, the regulation of HDAC5 provides a mechanism for linking extracellular signaling with HSC migration/homing to the BM environment. In the original work by Marek et al.^33^, LMK235 showed the highest activity at HDAC5 in the nanomolar range. However, they used in vitro activity assay to detect the efficiency of LMK235. To target the intracellular HDAC5 when treating cells, we believe that higher concentration of LMK235 will be needed. Also different cell types will be different in their capability to take up the compound. We performed titration on LMK235 for human CB CD34^+^ cells and determined that 1 μM worked best (Supplementary Fig 3a). Thus, we used 1 μM to treat human CB CD34^+^ cells for in vivo and mechanistic studies.

NF-κB signaling pathway is well documented in inflammatory responses and TNFα is an inflammatory cytokine that activates NF-κB signaling^41^. Our data show for the first time that NF-κB signaling is involved in HSC homing to the BM microenvironment. Inhibition of NF-κB signaling suppressed the effects of HDAC5 inhibitor on CXCR4 upregulation and enhanced HSC homing, whereas activation of NF-κB signaling by TNFα promoted CXCR4 expression and HSC homing. The crosstalk between NF-κB signaling and HSC homing has a physiologic implication that HSC could be protected by activating NF-κB signaling to migrate to the BM niche during inflammation and infection. Furthermore, it has been reported that genetic deletion of NF-κB subunit p65 severely impairs HSC function^47^. Consistently, we found that p65 is involved in CXCR4 transcription in CB HSC and mediated HDAC5 function.

Collectively, our findings have significant translational implications. Short-term ex vivo treatment of cells with M344, LMK235, or TNFα has the potential to greatly improve the clinical efficacy of CB transplantation, especially for the use of single CB unit for adult transplantation. Moreover, as higher expression of CXCR4 by cancer cells is associated with metastatic migration^48^, our study suggests that it might be clinically feasible to inhibit tumor cell migration by targeting HDAC5.

## Methods

### Mice

Six to eight weeks old NSG (NOD.Cg-Prkdc^scid^ IL2rg^tm1Wjl^/Sz) mice were obtained from the In Vivo Therapeutics Core of the Indiana University School of Medicine (IUSM). All experimental protocols with mice were approved by The Institutional Animal Care and Use Committee of IUSM.

### Isolation and culture of CB CD34^+^ cells

Isolation of CD34^+^ cells from normal human CB samples (CordUse, Orlando, FL, USA) was performed by density gradient centrifugation over Ficoll Paque Plus (GE Healthcare, Piscataway, NJ, USA) and collection through an human CD34 MicroBead Kit (Miltenyi Biotec, San Diego, CA, USA)^9,16,49^. CD34^+^ cells were then cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum, 100 ng/mL stem cell factor (7466-SC-010/CF, R&D Systems, Minneapolis, MN, USA), thrombopoietin (288^−^TP-200/CF, R&D Systems), and Fms-like tyrosine kinase 3 ligand (Flt3L) (# 710802, BioLegend). For small molecule compound screen, 50,000 CD34^+^ cells were cultured in the above medium with compounds (1 μM) from the SCREEN-WELL Epigenetics Library (Enzo Life Sciences, Farmingdale, NY, USA) for 16 h. For treatment of HDAC inhibitors, the cells were incubated with M344 (S2779, 1 μM) or LMK235 (S7569, 1 μM) (Selleck Chemicals, Houston, TX, USA) for 16 h unless otherwise stated. The following compounds were also used: C646 (Selleck Chemicals, 50 μM), EML425 (Tocris Bioscience, 50 μM), Andrographolide (Tocris Bioscience, 10 μM), BMS345541 (Tocris Bioscience, 10 μM), and PDTC (Tocris Bioscience, 20 μM). Dimethyl sulfoxide (D2650, Sigma-Aldrich, St. Louis, MO, USA) was used as vehicle control.

### Immunostaining and flow cytometry

Samples were washed and stained with antibodies at 4 °C for 30 min. Then cells were washed with 1 mL phosphate-buffered saline (PBS) and resuspended in 1% formaldehyde buffer before analysis. For intracellular staining, cells were first fixed and permeabilized using a Cell Permeabilization Kit (BD Biosciences, San Jose, CA, USA) before incubating with primary and secondary antibodies. The following antibodies from BD Bioscience were used for cell surface staining in 1:100 dilution: CD34-FITC (581), CD38-PE (HIT2), CXCR4-APC (12G5), CD45RA^−^PE-CF594 (HI100), CD49f-PerCPcy5.5 (GoH3), CD90-PEcy7 (5E10), CD49d-APC (9F10), CD29-PE (MAR4), CD45-APC (HI30), CD19-PE (HIB19), and CD33-PEcy7 (WM53). The following antibodies were used for intracellular staining in 1:100 dilution: anti-p65 acetyl K310 (ab19870, Abcam, Cambridge, MA, USA), anti-p65 (ab32536, Abcam). Flow cytometry analysis was performed on an LSRII flow cytometer (BD Biosciences).

### shRNA knockdown assay

For *HDAC* knockdown, shRNA expression plasmids (psi-LVRU6GP, obtained from Genecopeia) targeting *HDAC1-HDAC8* were transfected into CB CD34^+^ cells by nucleofection (Amaxa™ Nucleofector™ Technology) following Lonza’s optimized protocols (Lonza, VPA-1003). After transfection, cells were cultured for 48 h and CXCR4 expressions were determined by surface staining and followed by flow cytometry analysis.

### Confocal imaging

M344-, LMK235-, or vehicle-treated CB CD34^+^ cells were placed on a Nunc glass dish (150680, Thermo Fisher Scientific) coated with poly-l-lysine. Immunostainings were performed using anti-CXCR4 (ab124824) or anti-p65 acetyl K310 (ab19870, Abcam) in 1:100 dilution at room temperature for 20 min followed by fluorecein isothiocyanate (FITC)-labeled secondary antibodies. Samples were washed with PBS and resuspended with buffer containing DAPI (Vector Laboratories), and visualized using an Olympus FV-1000 confocal microscope.

### Chemotaxis assay

Chemotaxis assays were performed by using Costar 24-well transwell plates with 6.5 mm diameter inserts with 5.0 μm pores (Corning, Inc., Corning, NY, USA). 650 μL of pre-warmed IMDM medium (37 °C) that contained 0.5% bovine serum albumin (Sigma-Aldrich) and SDF-1 (0, 25, 50 ng/mL) was added to the bottom well. Cells were suspended at 1 × 10^5^ cells/100 μL in IMDM medium and loaded to the upper chamber of the transwell. Transwell plates were placed in a 37 °C incubator with 95% humidity and 5% CO_2_for 4 h. Percent migration was measured using flow cytometry with number of cells in the bottom chamber divided by number of cells placed in the upper chamber. To calculate percent migration of CB HSCs, phenotypic HSCs(CD34^+^CD38^−^CD45RA^−^CD90^+^CD49f^+^ cells) was determined by surface staining and flow cytometry analysis. Human CB HSC chemotaxis was calculated as number of HSCs in the bottom chamber divided by number of HSCs loaded in the upper chamber. For AMD3100 administration, cells were treated with 5 μg/mL AMD3100 (239820, Sigma-Aldrich) for 30 min right before the chemotaxis assay.

### In vivo homing assay

Homing of human CB CD34^+^ cells were evaluated in NSG mice. M344-, LMK235-, or vehicle control-treated CB CD34^+^ cells (500,000 for each mouse) were intravenously injected into sublethally irradiated (350 cGy) NSG mice. After 24 h, these recipient mice were sacrificed, BM and spleen cells from each mouse were collected. Cells were stained with anti-human CD45 antibody, then resuspended in 1% formaldehyde buffer. Flow cytometry analysis was performed to determine the percentage of human CD45^+^ cells. BM and spleen cells from non-transplanted NSG mice were served as the negative control.

### Limiting dilution analysis

Limiting dilution analysis was performed to calculate the frequency of human SRCs in different experimental groups^16,49^. Briefly, increasing doses of M344-, LMK235-, or vehicle control-treated CB CD34^+^ cells (500, 2500, or 10,000 cells) were intravenously transplanted into sublethally irradiated (350 cGy) NSG mice. Sixteen weeks after transplantation, BM cells were collected and human CD45^+^ cell, B-cell, and myeloid cell chimerism was evaluated by immunostaining and flow cytometry analysis. For the secondary engraftment and assessment of self-renewal activity, 5 × 10^6^ BM cells from the primary NSG recipient mice were injected into secondary NSG recipients. The HSC frequency was calculated using L-Calc software (Stem Cell Technologies Inc, Vancouver, BC, Canada) and plotted using ELDA software (bioinf.wehi.edu.au/software/elda/).

### ChIP assay

ChIP was conducted using an EZ-ChIP kit following the manufacturer’s instructions (17-371, EMD Millipore, Billerica, MA, USA)^16^. In brief, vehicle control-, M344-, or LMK235-treated CB CD34^+^ cells were fixed in 1% formaldehyde for 10 min, and then lysed, sonicated, and incubated with specific antibodies, followed by precipitation using protein G agarose beads. Then enriched chromatin DNA was isolated and subjected to quantitative real-time PCR analysis. Data are presented as the percentage of input. The following primers were used for CXCR4 ChIP qPCR analysis: 5′- TTCCAGTGGCTGCATGTGTC-3′ and 5′-CAGACAATGTAACTCGCTCC-3′. 

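The primers for CXCR4 ChIP each match the hg19 reference at 1 place and bound 183 bp on chromosome 2, from 136875202 to 136875384. CXCR4, which encodes the receptor for SDF-1, is transcribed from the reverse strand there. On that strand the reference sequence between the outer ends of the primers is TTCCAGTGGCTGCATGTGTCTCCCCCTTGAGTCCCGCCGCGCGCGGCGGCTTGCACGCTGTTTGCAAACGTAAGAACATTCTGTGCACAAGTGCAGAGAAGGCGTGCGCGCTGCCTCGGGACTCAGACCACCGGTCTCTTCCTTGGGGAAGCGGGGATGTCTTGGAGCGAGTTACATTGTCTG, of which 60.1% is G or C. In the refGene annotation used for the counts, exon 1 of CXCR4 runs from 136875616 to 136875725 and exon 2 from 136871919 to 136873813. The amplified stretch lies between them, in the intron, 341 to 523 bp downstream of the start of exon 1. In GENCODE release 44, mapped to the same genome build, it overlaps untranslated first exons of 2 further transcripts, CXCR4-203 (136875099 to 136875307) and CXCR4-205 (136874847 to 136875452).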

The antibodies used for ChIP assay were as follows: anti-p65 acetyl K310 (ab19870, Abcam), anti-H3K9ac (06-942, Millipore, Kankakee, IL, USA), and anti-H4K16ac (ab109463, Abcam).

### Immunoprecipitation and immunoblotting

Immunoprecipitation assay was performed to verify the endogenous interaction between HDAC5 and acetylated p65^16^. 293T Cells (ATCC CRL-3216) were lysed using immunoprecipitation buffer containing protease inhibitor cocktail. Cell lysates were then centrifuged at 4 °C, 13,000 × *g* for 15 min, and the supernatants were incubated with anti-HDAC5 antibody (Cell Signaling Technology, Beverly, MA, USA, D1J7V, 20458) or IgG control in 1:100 dilution, followed by incubation withprotein A agarose beads (Cell Signaling Technology). Immunoprecipitates were washed and subjected to immunoblotting analysis using anti-p65 acetyl K310 (Abcam) and anti-actin (Sigma, A3853). Uncropped images of western blottings are shown in Supplementary Figure 7.

### RNA extraction and real-time PCR

RNA was extracted using the RNeasy Mini Kit following the manufacturer’s protocol (74104, QIAGEN, Valencia, CA, USA). Total RNA was reverse transcribed using Superscript III First-Strand Synthesis System (Thermo Fisher, Waltham, MA, USA). Quantitative real-time PCR reactions were performed using the QuantiTect SYBR Green PCR Kit (204143, QIAGEN) and a Stratagene Mx3000p PCR System. GAPDH mRNA levels were used as the internal control. mRNA expression levels were normalized to GAPDH mRNA levels and shown as arbitrary units relative to vehicle control (set as 1). 

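The RT-PCR product for CXCR4 spans 224 bp of chromosome 2 of hg19, from 136872808 to 136873031, within exon 2 of the gene. It lies inside the coding sequence (136872442 to 136873482 in transcript CXCR4-201) and crosses no intron. Its reference sequence on the transcribed strand is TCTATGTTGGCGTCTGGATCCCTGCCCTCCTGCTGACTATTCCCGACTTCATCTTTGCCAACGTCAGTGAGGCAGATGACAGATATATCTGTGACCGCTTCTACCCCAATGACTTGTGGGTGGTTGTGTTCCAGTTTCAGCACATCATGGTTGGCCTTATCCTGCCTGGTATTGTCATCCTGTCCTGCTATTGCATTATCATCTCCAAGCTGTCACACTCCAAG.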

The primer sequences for CXCR4 were: 5′- TCTATGTTGGCGTCTGGATCC-3′ and 5′-CTTGGAGTGTGACAGCTTGG-3′. 

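The GAPDH product, of the glycolytic enzyme used as internal control, spans 445 bp of chromosome 12 of hg19, from 6646330 to 6646774, and crosses exons 6, 7 and 8 of the 9 exon blocks of the gene, with 160 bp in exons. The forward primer has 1 exact match in the reference genome and the reverse primer has 10, of which only 1 lies near a match of the forward primer.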

GAPDH primer sequences were: 5′-TTCGTCATGGGTGTGAACCA-3′ and 5′- TGGCAGTGATGGCATGGACT-3′.

### RNA-seq and analysis

CB CD34^+^ cells were pretreated with vehicle control or LMK235 for 16 h. RNA was extracted using the RNeasy Mini Kit (QIAGEN). RNA-seq was conducted using Illumina Nextseq 500 in the Center for Medical Genomics at Indiana University School of Medicine. For RNA-seq analysis, we used FastQC to examine the quality of RNA-seq reads then mapped all sequences past the quality control to the human genome (UCSC hg19) by STAR RNA-seq aligner^50^. Uniquely mapped sequencing reads were assigned to genes according to the refGene from UCSC (hg19) with the package of Subread, featureCounts^51^. The gene expression was normalized by the method of trimmed mean of M values. EdgeR^52^ was adopted for differential expression analysis by paired comparison between each paired replicates of treatment and control. *P*-value of each gene was adjusted by multiple test correction via false discovery rate (FDR) estimation. Differentially expressed gene (DEG) was determined if its FDR-adjusted *p*-value was less than 0.01, and the fold change was greater than 1.7 (upregulated) or less than 0.588 (downregulated). Only DEG whose average count-per-million for wild-type samples is larger than 2 was took into account for biological functional analysis by using DAVID functional annotation analysis (http://david.abcc.ncifcrf.gov/home.jsp v6.8)^53,54^.

### Statistical analysis

Statistical analysis was conducted using Microsoft Excel and GraphPad Prism. Two-tailed Student’s *t*-test was used for statistical analysis between two groups. One-way analysis of variance with Tukey’s multiple comparison test was performed to compare the difference among more than two groups where indicated. P values are designated as *p < 0.05, **p < 0.01, ***p < 0.001. Error bars represent SEM unless otherwise stated.

### Data availability

RNA-seq data have been deposited in the GEO database under accession number GSE110736. The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request.

## Electronic supplementary material

Supplementary Information

Peer Review File

# Supplementary material for: Neutralizing negative epigenetic regulation by HDAC5 enhances human haematopoietic stem cell homing and engraftment
**Source:** Nat Commun. 2018 Jul 16;9:2741. doi: 10.1038/s41467-018-05178-5
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Table 1 SRC frequency determined by limiting dilution assay in NSG mice

Culture conditions	Cells transplanted	Number of mice with > 1% human cell chimerism/total number of mice
Vehicle control	500	0/5
	2500	5/5
	10000	4/5
M344	500	2/5
	2500	5/5
	10000	5/5

Supplementary Table 2 SRC frequency in vehicle or M344 treated group

Culture conditions	SRC frequency	95% confidence interval	Number of SRC in 1×10^6 CD34 ⁺ cells
Vehicle control	1/3216	1/7392 to 1/1400	311
M344	1/746	1/1900 to 1/293	1341

SRC frequency was calculated by Poisson statistics from the data provided in Table S1 using ELDA software.

Supplementary Table 3 Determination of SRC frequency in vehicle or LMK235 treated group

Culture conditions	Cells transplanted	Number of mice with > 1% human cell chimerism/total number of mice
Vehicle control	500	0/5
	2500	1/5
	10000	4/5
LMK235	500	2/5
	2500	4/5
	10000	5/5

Supplementary Table 4 SRC frequency in vehicle or LMK235 treated group

Culture conditions	SRC frequency	95% confidence interval	Number of SRC in 1×10^6 CD34 ⁺ cells
Vehicle control	1/7916	1/19377 to 1/3234	126
LMK235	1/1326	1/3219 to 1/546	754

SRC frequency was calculated by Poisson statistics from the data provided in Table S3 using ELDA software.

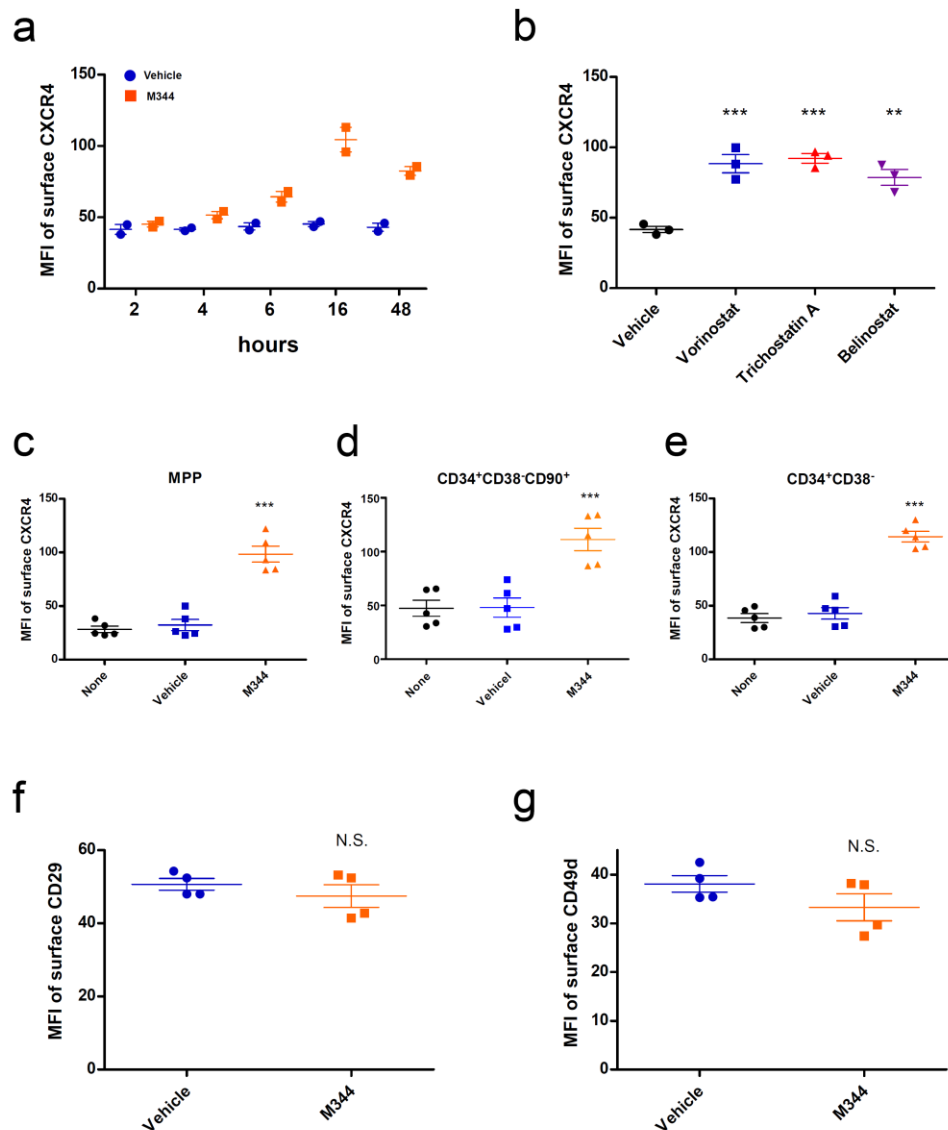

Supplementary Figure 1. Inhibition of HDAC promotes CXCR4 expression

(a) Mean fluorescence intensity (MFI) of surface CXCR4 of human CB CD34⁺ cells treated with vehicle or HDAC inhibitor M344 for different times. Data pooled from two independent experiments are shown (n=2). (b) MFI of surface CXCR4 of human CB CD34⁺ cells after treating cells for 16 hours with vehicle or different HDAC inhibitors. Data pooled from three independent experiments are shown (n=3, one-way ANOVA). (c) Quantification of MFI of surface CXCR4 of human CB MPPs (CD34⁺CD38⁻CD45RA⁻CD90⁺CD49f⁻) treated with vehicle or M344. None indicates the group without any treatment. Data pooled from five independent experiments are shown (n=5, one-way ANOVA). (d) Quantification of MFI of surface CXCR4 of CD34⁺CD38⁻ cells treated with vehicle or M344. None indicates the group without any treatment. Data pooled from five independent experiments are shown (n=5, one-way ANOVA). (e) Quantification of MFI of surface CXCR4 of CD34⁺CD38⁻CD90⁺ cells treated with vehicle or M344. None indicates the group without any treatment.

Data pooled from five independent experiments are shown (n=5, one-way ANOVA). (f) Quantification of MFI of surface CD29 of human CB human CB CD34⁺ cells treated with vehicle or M344. Data pooled from two independent experiments are shown (n=4). (g) Quantification of MFI of surface CD49d of human CB human CB CD34⁺ cells treated with vehicle or M344. Data pooled from two independent experiments are shown (n=4). Data are shown as dot plots (mean±s.e.m.). For all panels, **p<0.01. ***p<0.001. N.S. indicates not significant.

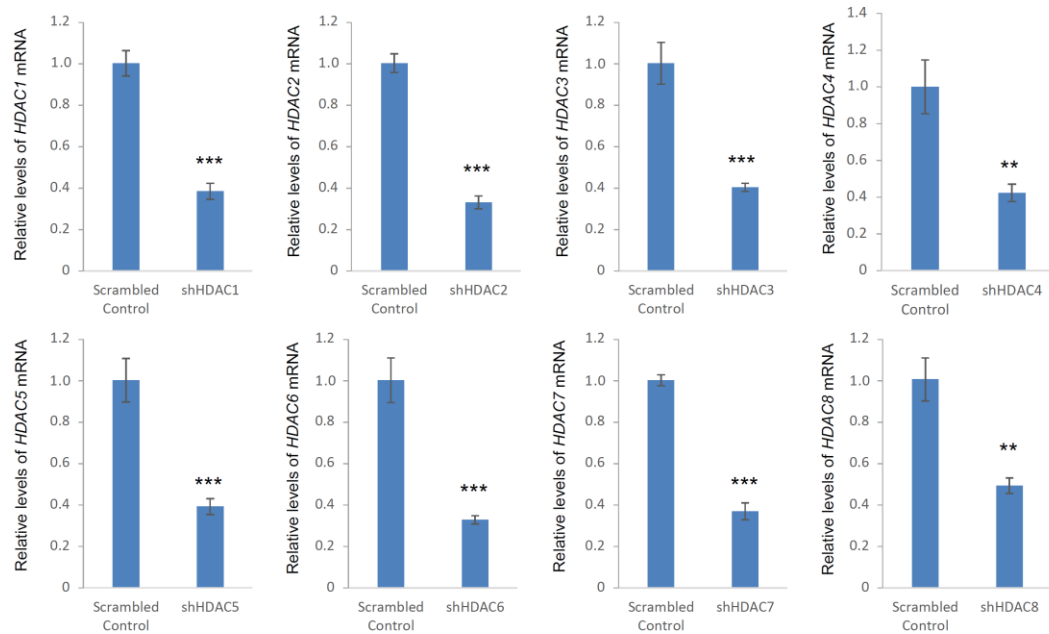

Supplementary Figure 2. mRNA levels of different HDACs after shRNA knockdown Individual shRNA constructs targeting different HDACs were transfected into 293T cells and cultured for 48 hours. Cells were collected and RNA was extracted using the RNeasy Mini Kit. Total RNA was reverse transcribed and quantitative real-time PCR was performed to assess mRNA levels of different HDACs. GAPDH was used as an internal control. The data are shown as relative mRNA level normalized to the level in scrambled control, which was set to 1. Data are shown as mean $\pm$ s.d., n=3 replicates for each group. See Fig. 3a for measurement of surface CXCR4 expression in CB CD34⁺ cells. **p<0.01. ***p<0.001.

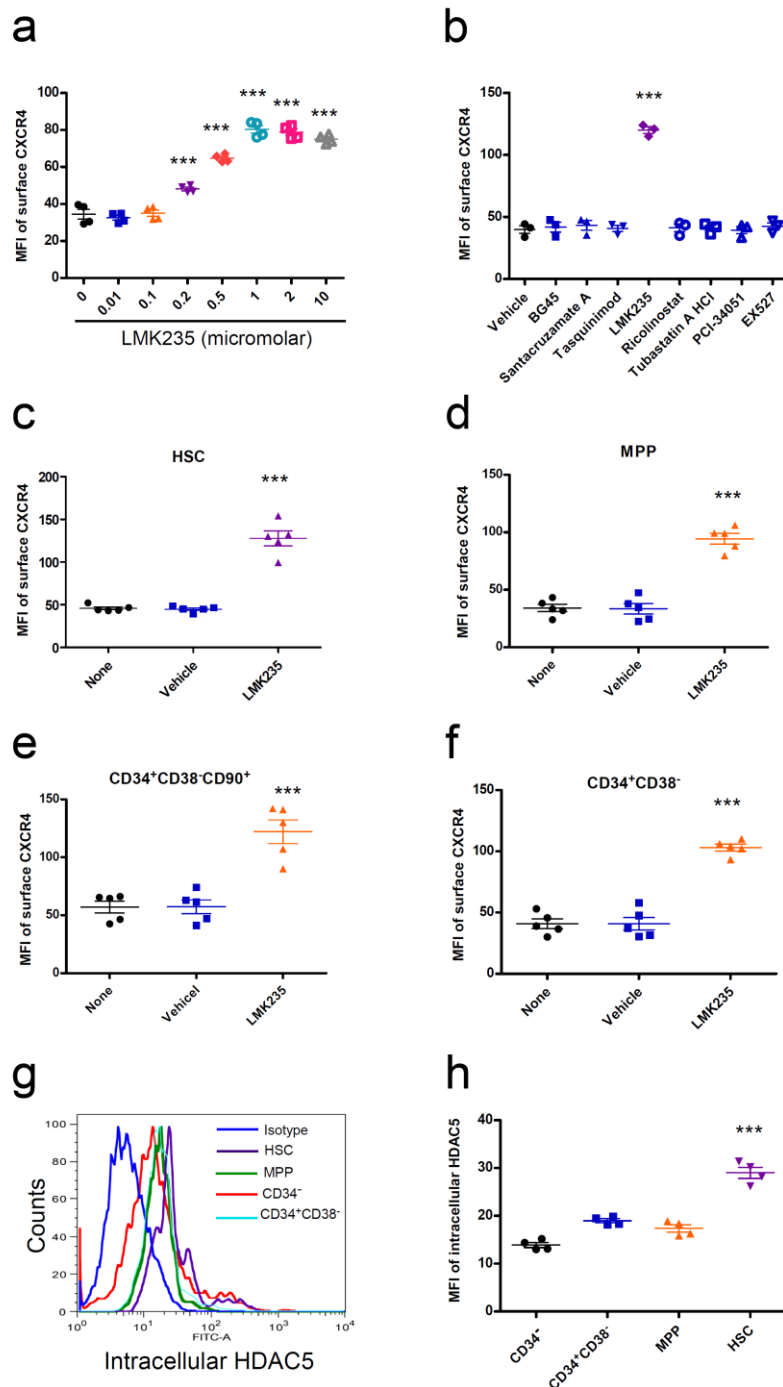

Supplementary Figure 3. Inhibition of HDAC5 promotes CXCR4 expression

(a) Quantification of MFI of surface CXCR4 of human CB CD34⁺ cells treated with vehicle or HDAC inhibitor M344 for different concentrations (μ M). Data pooled from two independent experiments are shown (n=4, one-way ANOVA). (b) Quantification of MFI of surface CXCR4 of human CB CD34⁺ cells after treating cells for 16 hours with vehicle or different HDAC inhibitors. BG45 (HDAC1 and HDAC3 inhibitor), Santacruzamate A (HDAC2 inhibitor), Tasquinimod (HDAC4 inhibitor), LMK235 (HDAC5 inhibitor), Ricolinosat (HDAC6 inhibitor),

Tubastatin A HCl (HDAC6 inhibitor), PCI-34051 (HDAC8 inhibitor), EX527 (SIRT1 inhibitor) were used. Data pooled from three independent experiments are shown (n=3, one-way ANOVA). **(c-f)** Quantification of MFI of surface CXCR4 of human CB HSCs, MPPs, CD34⁺CD38⁻CD90⁺ and CD34⁺CD38⁻ cells treated with vehicle or LMK235. None indicates the group without any treatment. Data pooled from five independent experiments are shown (n=5, one-way ANOVA). **(g)** Histogram of intracellular HDAC5 levels of human CB HSCs, MPPs, CD34⁺CD38⁻ and CD34⁻ cells. Representative histogram from three independent experiments is shown. **(h)** Quantification of MFI of intracellular HDAC5 levels of human CB HSCs, MPPs, CD34⁺CD38⁻ and CD34⁻ cells. Data pooled from two independent experiments are shown (n=4, one-way ANOVA). ***p<0.001.

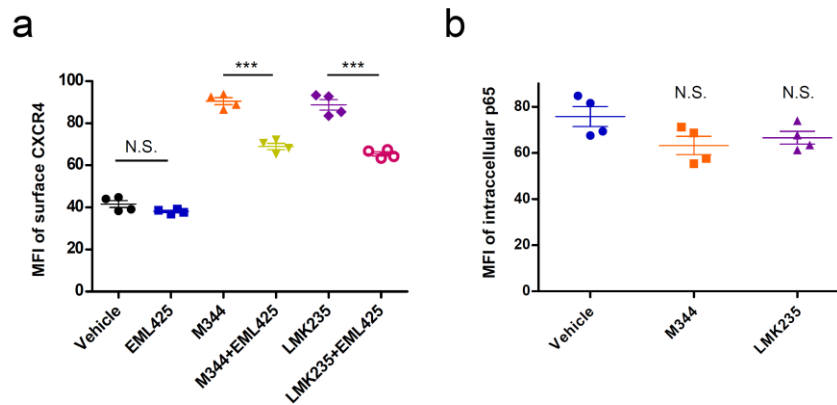

Supplementary Figure 4. Inhibition of HDAC5 enhances histone and p65 acetylation

(a) Mean fluorescence intensity (MFI) of surface CXCR4 in vehicle, EML425 (50 μ M), M344, M344+EML425, LMK235, LMK235+EML425 treated human CB CD34⁺ cells, as assessed by flow cytometry. Data pooled from two independent experiments are shown (n=4, one-way ANOVA). (b) Mean fluorescence intensity (MFI) of intracellular p65 levels in vehicle, M344 or LMK235 treated human CB CD34⁺ cells, as assessed by flow cytometry. Data pooled from two independent experiments are shown (n=4, one-way ANOVA). Data are shown as dot plots (mean $\pm$ s.e.m.). For all panels, ***p<0.001, N.S. indicates not significant.

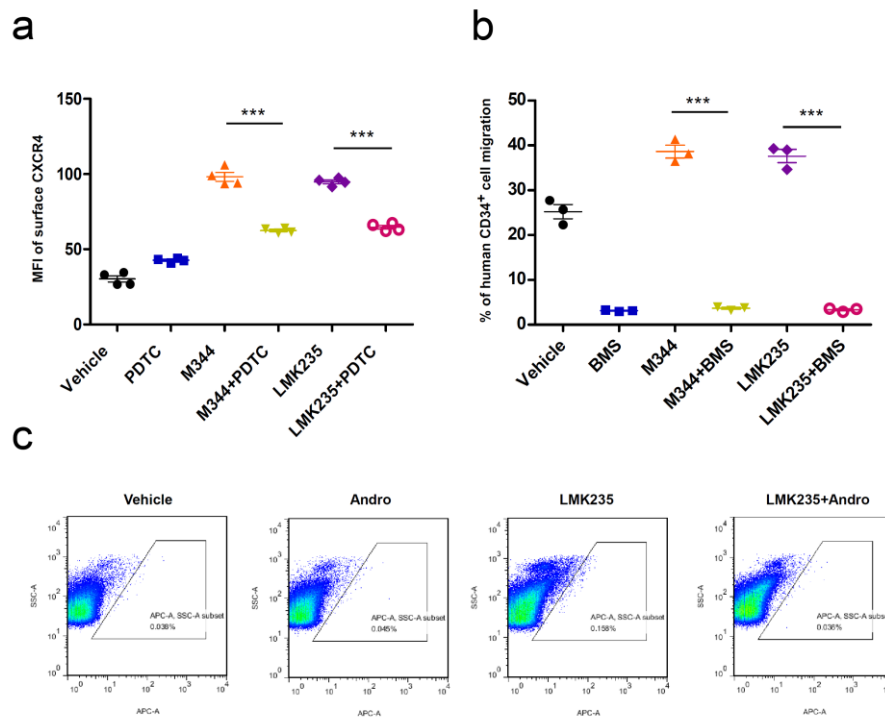

Supplementary Figure 5. NF- κ B signaling pathway is involved in HDAC5 mediated CB HSC homing

(a) Mean fluorescence intensity (MFI) of surface CXCR4 in vehicle, Pyrrolidinedithiocarbamate ammonium (PDTC, 20 μ M), M344, M344+PDTC, LMK235, LMK235+PDTC treated human CB CD34⁺ cells, as assessed by flow cytometry. Data pooled from two independent experiments are shown (n=4, one-way ANOVA). Data are shown as dot plots (mean $\pm$ s.e.m.), ***p<0.001. (b) The cells were cultured in the presence of vehicle, BMS345541 (BMS, 10 μ M), M344, M344+BMS, LMK235, LMK235+BMS for 16 hours and then allowed to migrate towards 50 ng/mL SDF-1 for 4 hours. Data pooled from three independent experiments are shown (n=3, one-way ANOVA). Data are shown as dot plots (mean $\pm$ s.e.m.), ***p<0.001. (c) Vehicle, Andrographolide (Andro, 10 μ M), LMK235 or LMK235+Andro treated CB CD34⁺ cells (500,000) were intravenously injected into each sublethally irradiated (350 cGy) NSG mouse. The percentage of human CD45⁺ cells in bone marrow was determined after 24 hours. Representative pseudocolor plot is shown.

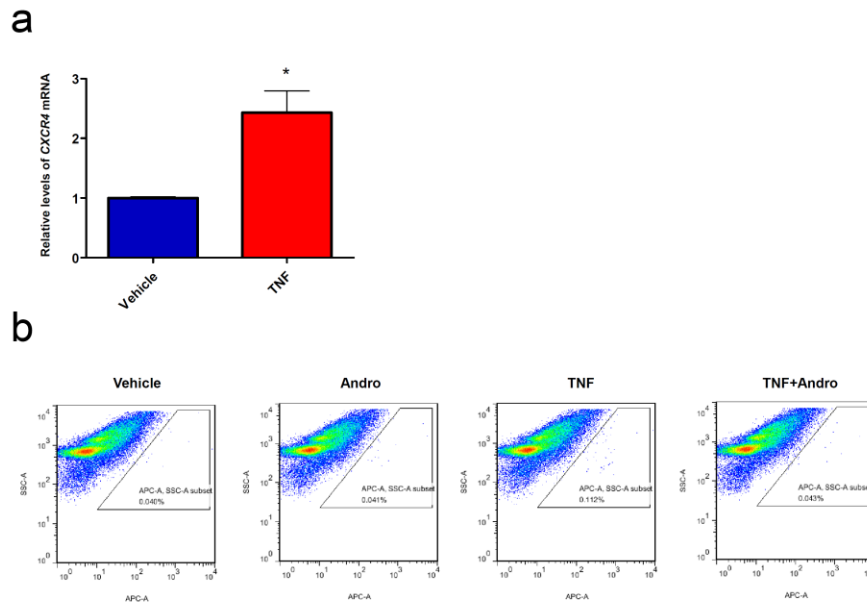

Supplementary Figure 6. TNF α treatment results in significantly enhanced HSC homing

(a) *CXCR4* mRNA levels in vehicle or TNF α treated human CB CD34⁺ cells as assessed by quantitative RT-PCR. Data pooled from two independent experiments are shown (n=6, t test, *p<0.05). (b) Vehicle, Andrographolide (Andro, 10 μ M), TNF α (TNF, 100 ng/mL), or TNF+Andro treated CB CD34⁺ cells (500,000) were intravenously injected into each sublethally irradiated (350 cGy) NSG mouse. The percentage of human CD45⁺ cells in bone marrow was determined after 24 hours. Representative pseudocolor plot is shown.

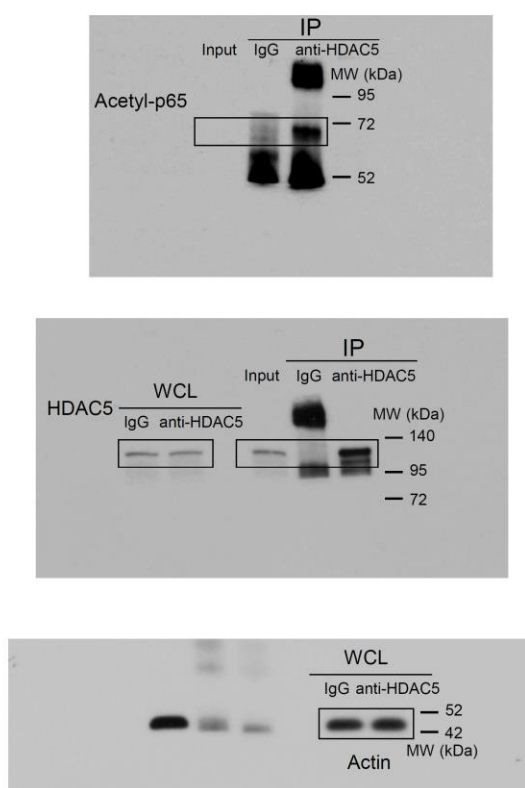

Supplementary Figure 7. Uncropped images of western blots in Fig. 6e.

How the deposited data were processed for this re-analysis (not part of the article)

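RNA from CB CD34+ cells treated for 16 h with LMK235 (1 μM by the paper's methods) or with vehicle was sequenced by the authors, in 3 libraries per group. The deposited files give 1 count per gene and library, the number of uniquely mapped reads that the authors assigned to the gene. The paper and the submitters' processing notes give the steps: reads were checked with FastQC after conversion with bcl2fastq, mapped to hg19 with STAR 2.5 and assigned to refGene genes with featureCounts of Subread 1.5.1. The authors then used edgeR 3.20.8 with TMM normalization and a paired comparison, called DEGs at an adjusted p under 0.01 and a fold change over 1.7 or under 0.588, and tested functions with DAVID on DEGs of over 2 CPM in vehicle. Neither source names the strand setting of the counting or the kind of edgeR test. The files' values were whole numbers with no normalization applied.

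The files held 26364 genes. Genes found only on chromosome Y, XIST and TSIX (108 genes) were removed before any test. Total counts per library ranged from 58812492 to 72873674, with a median of 66337202 in vehicle and 66344174 in LMK235. A ratio of counts for a gene with few counts is given with its 95% interval, which covers counting error only.

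Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with a minimum count of 10 on the treatment groups, which left 16637 genes. Libraries were scaled by TMM, and LMK235 was compared with vehicle by the quasi-likelihood test with replicate number as a block, since the paper describes pairs. As a check of the pairs, the deviation of each library from the mean of its group was correlated across genes between groups: Pearson's r was 0.63, 0.664 and 0.653 for libraries of the same number and between -0.378 and -0.25 for the others. p-values were adjusted by the Benjamini-Hochberg method, and the paper's thresholds were applied. The fit was tested on simulated data, random counts drawn at the levels and spread of these libraries with known changes put in: 100% of genes raised 4-fold, 82.5% of those raised 2-fold and 5% of those raised 1.5-fold were called, and 0.0123% of unchanged genes. A rise of 1.5-fold lies under the fold threshold, and by adjusted p alone 47.5% of these genes passed. Of the 16540 simulated genes 16291 were unchanged, whereas in the data 4583 were higher and 4811 lower at an adjusted p under 0.05. The adjustment is stricter where few genes change, so these rates do not carry over to the data.

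The 39 gene lists covered migration, adhesion, integrins, homing, cytoskeleton, prostaglandins, chromatin enzymes, signalling, metabolism, the cell cycle and cell types, and were written from textbook knowledge, since no gene ontology annotation was at hand. Each was tested with camera of limma 3.58.1 on log2 CPM with a prior count of 2 and a preset correlation of 0.01, again with an estimated correlation, and by one-sided Fisher exact tests of DEGs among its members. The p-values of each test were adjusted over the lists.

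The genes named are those the paper names or labels in Fig. 5f, the 12 DEGs with the largest change in each direction among those with a mean of at least 5 CPM and the same direction in all 3 pairs, the 5 DEGs with the smallest p in each direction, and of each list the 4 members with the smallest p and the 2 with the highest level. Genes named beyond this rule are marked as chosen after their values were seen.

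The alternatives set beforehand were RLE and upper quartile scaling, no filter on low counts, a filter of over 2 CPM in vehicle, no replicate block, edgeR's likelihood ratio test, DESeq2 1.42.0, limma voom, an offset removing the trend with gene length in each library, an adjusted p under 0.05 with no fold threshold, each CB sample left out in turn, and for lists an estimated correlation and leaving out the genes of Fig. 5f. An offset for the GC content of exons, and upper quartile scaling for the lists, were added after the data had been seen. Tables, primer positions and plots were made in Python 3.11.15, with the GRCh37 reference and GENCODE release 44 mapped to it. The ChIP, RT-PCR, flow cytometry and transplantation experiments have no deposited files and were not analysed.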

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

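The test on abundant monocyte genes and the removal of the GC trend were chosen after the values had been seen. Each list below passed the test for lists as a group, or had more DEGs than the rest of the genes, and is not discussed as a group by the paper, although genes of 3 of the lists (3 of the monocyte list, 1 of the heat shock list and 1 of the chemokines) are labelled in Fig. 5f.

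Neuronal genes were higher with LMK235: of 42 tested, 21 were DEGs higher and 3 were DEGs lower, with a median log2 fold change of 1.05 (camera adjusted p = 0.00182, and adjusted p = 0.741 with an estimated correlation). MAPT, SYT11 and GRIN1 rose and VGF fell. Longer genes and GC-rich genes rose more often over all genes (DEGs higher made up 14.2% of the 3327 longest and 23.1% of the 3292 most GC-rich genes). With the length trend of each library removed the median was 1.02 (adjusted p = 0.00418), and with the GC trend removed it was 1.01 (adjusted p = 0.00322), which argues against either trend as the whole source. Among the 17 members over 2 CPM in vehicle the median was 1.16, with 11 DEGs higher and 1 lower (camera adjusted p = 0.015). The rise was thus not limited to members under that level. That LMK235 raises genes that are nearly silent in CD34+ cells remains a hypothesis, and a change in a minority of the cells was not tested.

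MYC and ribosome biogenesis genes were lower: of 34 tested, 13 were DEGs lower and 0 were higher, with a median log2 fold change of -0.67 (camera adjusted p = 6.29e-08, and adjusted p = 0.741 with an estimated correlation). Removing the length trend left a median of -0.62 (adjusted p = 3.4e-08) and removing the GC trend one of -0.70 (adjusted p = 5.69e-08). The list's median minus the median of all genes was -0.66 under RLE or upper quartile scaling, whichever was nearer to 0, but scaling moves all genes alike, so this comparison decides nothing about the scale. A response of the cells to LMK235 stays open as a hypothesis beside a change in the mix of cells, which was not tested for these genes.

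Monocyte, macrophage and dendritic cell genes were lower in part: of 45 tested, 18 were DEGs lower and 4 were higher, with a median log2 fold change of -0.41 (camera adjusted p = 0.093; one-sided Fisher exact test for DEGs lower, adjusted p = 4e-07); 5 of the 45 stand in other lists. The medians within the 3 CB samples were -0.21, 0.07 and -1.10, and the list passed camera without the second CB sample (median -0.58, adjusted p = 0.00403), without the genes of Fig. 5f (-0.42, 0.0354) and with upper quartile scaling (-0.31, 0.0397), while without the third CB sample the median was -0.07 (adjusted p = 0.219, 8 members higher). Of its members with at least 20 CPM, 4 were DEGs higher (LYZ, CD36, OLR1 and FN1, with CD36 named after its values were seen). A loss of such cells alone would lower together the transcripts made only by them, but LYZ also stands in the list of neutrophil progenitors. With the genes of Fig. 5f left out 2 members were DEGs higher, and without the block for the CB sample 0 were. Neither setting speaks against the 4 rises. Genes of Fig. 5f were chosen because they rose, so leaving them out lowers the count and the list by construction. The fit without the block leaves the differences between CB samples in the error. Whether only monocytes and macrophages made these 4 transcripts was not tested. The count therefore does not decide against a loss of cells. All 18 that fell were still DEGs lower with the GC trend removed. A loss of some of these cells, alone or together with changes within cells, remains open and would need a count of cells.

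The other lists are given as values. Granule proteins of neutrophil progenitors had a median log2 fold change of -1.46 (13 of 22 DEGs lower, camera adjusted p = 0.000516). B cell and lymphoid progenitor genes had one of -0.75 (11 of 22 lower, adjusted p = 0.000516). Genes of S phase had one of -0.44 and those of G2 and M phase one of -0.55. Heat shock and unfolded protein response genes had a median of -0.44 (10 of 30 lower, 1 higher, adjusted p = 0.00182). Genes of cholesterol synthesis and uptake had a median of -0.30 (2 of 25 lower, adjusted p = 0.0107; 0.0616 among genes over 2 CPM in vehicle). MHC class II genes had a median of -0.24 with 0 of 18 DEGs (adjusted p = 0.0237; 0.0729 without the first CB sample, 0.0548 without the second, 0.114 without the replicate block and 0.079 over 2 CPM in vehicle). Ribosomal protein genes had a median of -0.16 with 0 of 59 DEGs (adjusted p = 0.0146; 0.526 without the first CB sample, 0.135 with the gene length trend removed, 0.136 over 2 CPM in vehicle and 0.0736 with upper quartile scaling, with medians of -0.02, -0.08, -0.08 and -0.06). Cyclin-dependent kinase inhibitors had a median of 0.53 (3 of 8 higher, adjusted p = 0.0311). With an estimated correlation, where camera had little power at 3 pairs, none of these lists passed. For 3 further lists camera did not pass, and the one-sided Fisher exact test for DEGs lower did: interferon-stimulated genes (median -0.36, 12 of 38 lower and 1 higher, Fisher adjusted p = 0.000496), chemokines (-0.58, 11 of 25 lower and 6 higher, 3.07e-05) and T and NK cell genes (-0.43, 8 of 27 lower and 5 higher, 0.00937). By camera the interferon list passed without the second CB sample (adjusted p = 0.0424), without the third (0.0199), without the replicate block (0.0393), with RLE scaling (0.0473) and with upper quartile scaling (0.0397), and the T and NK cell list without the first (0.0397) and without the second (0.0379).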

How the results depend on the processing

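The removal of the GC trend and, for lists, the upper quartile scaling were chosen after the data had been seen. No named gene or list that passed reversed its direction under any alternative, and 0 DEGs were called in the opposite direction; among genes and lists that did not pass, some changed sign. Of 3616 values for named genes under alternatives, by adjusted p alone and without the fold threshold, 3433 stayed on the same side, 126 no longer passed and 57 passed only there, and of 428 values for lists these were 381, 28 and 19. PTGER4 stayed between 0.93 and 1.07 in log2 fold change, with an adjusted p of at most 0.00272. With the replicate block left out, so that the libraries were not compared as paired, there were 1384 DEGs higher and 918 lower, and CXCR4 had a log2 fold change of 0.71 (adjusted p = 0.0802; range over its alternatives 0.68 to 0.84); no list of the migration, adhesion or cytoskeleton genes crossed the threshold there. Upper quartile scaling gave 2460 DEGs higher and 1196 lower. At an adjusted p under 0.05 with no fold threshold the balance turned, with 4583 higher and 4811 lower. Testing only genes over 2 CPM in vehicle gave 1178 DEGs higher and 1005 lower, where the main fit had 1008 and 1230 at that level. TMM scaling was computed anew on the genes kept, and fold changes moved up. With unchanged members, the median went from -0.44 to -0.36 for S phase and from -0.67 to -0.60 for ribosome biogenesis. CXCR4 went from 0.74 to 0.82. The list medians over 2 CPM in vehicle were 0.21 for actin, 0.54 for integrins and 0.20 for migration, which passed camera there, and 0.25 for microtubules, which did not. The microtubule list also did not pass with the length trend removed (median 0.17), the GC trend removed (0.22), the genes of Fig. 5f left out (0.23), upper quartile scaling (0.34) or an estimated correlation (0.24), nor did the adhesion list with the last (0.39). Leaving out 1 CB sample gave medians from 0.22 to 0.26 for microtubules, not passing without the first, and from 0.33 to 0.54 for integrins, passing without the third. The rescaling over 2 CPM in vehicle bears on the fold changes, and the cause of these changes was otherwise not tested. Camera sets a list against the other genes tested, so a shift of all genes alike largely cancels there. With upper quartile scaling the migration list had a median of 0.23 but did not pass camera (adjusted p = 0.08). Over 2 CPM in vehicle the genes compared with also changed, and why lists passed there was not tested. Depth limits the precision for genes with few counts in vehicle: TMEM59L, with 5 counts in vehicle and 2733 in LMK235, had a ratio of 531 (95% interval 227 to 1640 for counting error alone). With 3 libraries in each group there are 10 splits, too few for a share under 0.05: the real split gave 3625 DEGs, the highest of the others gave 0, and only 1 split, the real one, gave as many. Of the others, 3 part all 3 pairs as the real split does, and the rest part 1 pair. Each of them mixes vehicle and LMK235 libraries in both groups, so the treatment itself widens the spread and few DEGs could be called. The comparison of splits therefore decides nothing.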

Differences from the paper's values

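For CXCR4 mRNA in LMK235-treated over vehicle-treated cells, the paper's fold is about 3.2 (about 3.8 against about 1.2 in Fig. 5a, read by eye). That value is from RT-qPCR in CB CD34+ cells normalized to GAPDH. The paper does not say whether the sequenced samples were among them. The RNA-seq counts, on the TMM scale, give 1.67 (SD of the folds in the 3 CB samples 0.217). Under all alternatives set beforehand the RNA-seq fold stayed under the paper's, between 1.6 and 1.79. GAPDH itself had a log2 fold change of -0.23 in these libraries (adjusted p = 0.0563 from edgeR's quasi-likelihood test). GAPDH fell 1.17-fold, so scaling to it would raise the RNA-seq fold by that factor only and leave it under about 3.2. This argues against the scale as the whole of the difference in these libraries, though no alternative was run on that scale. The spread of the RT-qPCR values was not taken into account.

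The paper shows 59 genes in Fig. 5f as upregulated DEGs. All 59 were higher with LMK235 in all 3 CB samples and 55 were DEGs here, and CXCR4, SLC16A3, LGALS3 and FPR1 were not. CXCR4 (fold 1.67, adjusted p = 0.000483), SLC16A3 (log2 fold change 0.77, adjusted p = 0.000752) and LGALS3 (log2 fold change 0.73, adjusted p = 0.00257) lay just under the fold threshold, and FPR1 had a log2 fold change of 1.44 with an adjusted p of 0.0193. CXCR4 was a DEG with upper quartile scaling, with no filter on low counts, over 2 CPM in vehicle, with the gene length trend removed, without the first and without the third CB sample, and with the GC trend removed, a setting chosen after seeing the values that dropped 2 of the 55. SLC16A3 was a DEG with RLE or upper quartile scaling, with no filter, over 2 CPM in vehicle, in DESeq2, with the length trend removed and without the second or the third CB sample. LGALS3 was a DEG with upper quartile scaling, over 2 CPM in vehicle, with the length trend removed and without the third CB sample. FPR1 was a DEG with no filter, with edgeR's likelihood ratio test and without the third CB sample. Of the 59, 58 were DEGs with upper quartile scaling, with no filter and over 2 CPM in vehicle, 57 without the third CB sample, 56 with RLE scaling, the likelihood ratio test and DESeq2, 55 with limma voom, 54 with the GC trend removed, 52 with the length trend removed and without the first or the second CB sample, and 33 without the replicate block.

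The paper reports that gene sets of migration and of the cytoskeleton were upregulated. Of the lists written here in place of those terms, migration signalling (camera adjusted p = 0.093) and the actin cytoskeleton (0.167) did not pass with all tested genes, and both passed among genes over 2 CPM in vehicle (0.0212 and 0.0425), the level the paper required of DEGs in its functional analysis. Here that filter came before scaling and testing, whereas the paper applied it to DEGs already called, so the 2 are not the same selection. By camera, adhesion molecules (0.00452) and microtubule and intermediate filament proteins (0.0457) passed with all tested genes. Over 2 CPM in vehicle adhesion molecules still passed camera (0.00876) and microtubule and intermediate filament proteins did not (0.079). One-sided Fisher exact tests of DEGs higher, nearer in kind to the paper's analysis of DEGs, differed over 2 CPM for the cytoskeleton. Microtubule and intermediate filament proteins passed there (adjusted p = 0.00745) and the actin cytoskeleton did not (0.676). Adhesion molecules (5.37e-05) and migration signalling (0.0114) passed. The genes of Fig. 5f were chosen as upregulated in these libraries, so leaving them out lowers a list by construction. Without them the adhesion list passed camera at a lower median log2 fold change (0.17 against 0.39, adjusted p = 0.0438). It did not pass the Fisher test there (adjusted p = 0.0516). The microtubule list did not pass camera there (0.0591) but passed the Fisher test (0.00561). With an estimated correlation, where camera had little power, neither passed camera (0.741 each).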

Other observations

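Among the histone deacetylases and sirtuins, 3 of 18 genes were DEGs higher (HDAC5, HDAC11 and SIRT4), 1 was a DEG lower (SIRT1) and 14 were not DEGs; the list did not pass camera (adjusted p = 0.292). HDAC11 rose from 3.45 ± 0.282 to 11.3 ± 0.572 CPM and SIRT1 fell from 40.9 ± 2.48 to 23.4 ± 1.90 CPM (SD, n = 3 each). HDAC4, the other target of LMK235, had a log2 fold change of 0.03 (adjusted p = 0.841), HDAC1 one of 0.03 (0.699) and HDAC2 one of -0.06 (0.456). HDAC6 (log2 fold change 0.38, adjusted p = 0.00781) and HDAC7 (-0.29, adjusted p = 0.00865) passed the p threshold only; without the second CB sample their adjusted p was 0.045 and 0.0745, without the third 0.0186 and 0.0763, and without the replicate block 0.0242 and 0.139, and HDAC7 also did not pass with RLE (0.0105) or upper quartile scaling (0.0397), no filter (0.0144) or over 2 CPM in vehicle (0.0267). Of 15 histone acetyltransferases, 3 were DEGs lower (KAT5, KAT2A and KAT6B) and 0 were higher (camera adjusted p = 0.0563; 0.0144 without the first CB sample, 0.0406 without the replicate block and 0.0212 with the gene length trend removed). The linker histone H1F0 rose from 142 ± 43.6 to 459 ± 74.5 CPM (SD, n = 3 each). Of 19 replication-independent and polyadenylated histone genes, 4 were DEGs higher and 1 was a DEG lower (camera adjusted p = 0.338). With the gene length trend removed 7 were higher. Over 2 CPM in vehicle 6 of 13 were higher and 0 lower (one-sided Fisher exact test adjusted p = 0.00745, camera adjusted p = 0.193). SIRT4 was named after its values were seen. SIRT1 and KAT2A were under the fold threshold with upper quartile scaling and over 2 CPM in vehicle, and SIRT1 without the second and KAT2A without the first CB sample.

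RELA, which encodes the NF-κB subunit p65 whose acetylation the paper studies, had a log2 fold change of 0.26 (adjusted p = 0.0116), which passed the p threshold with RLE (0.00853) or upper quartile scaling (0.00264), no filter (0.00959), over 2 CPM in vehicle (0.00397), in the likelihood ratio test (0.00443) and DESeq2 (0.00271), with the length trend removed (0.00306) and without the first CB sample (0.00729). Of 17 NF-κB subunits, inhibitors and kinases, NFKBIZ was a DEG higher (under the fold threshold without the third CB sample) and RELB a DEG lower (104 ± 5.65 to 51.1 ± 7.44 CPM), and the list did not pass camera (adjusted p = 0.844), whose direction was lower while the median log2 fold change was 0.03. Of 45 common NF-κB target genes, 9 were DEGs higher and 7 were DEGs lower (adjusted p = 0.419). IER3 rose from 72.0 ± 20.6 to 252 ± 69.5 CPM and CSF2 fell from 8.40 ± 2.96 to 1.35 ± 0.762 CPM (SD, n = 3 each). Of 34 chemokine and chemoattractant receptors, 4 were DEGs higher and 7 were DEGs lower (adjusted p = 0.844), a balance that turned without the first CB sample (6 and 5), without the third (9 and 8), over 2 CPM in vehicle (6 and 4) and with upper quartile scaling (7 and 6); CCR5 fell from 36.2 ± 17.6 to 6.02 ± 1.43 CPM and CCR6 from 11.3 ± 3.42 to 2.10 ± 0.352 CPM. EP300, an acetyltransferase that C646 inhibits, had a log2 fold change of -0.18 (adjusted p = 0.21), and one of -0.31 without the first CB sample (adjusted p = 0.00669). GAPDH, the internal control of the paper's RT-PCR, was at 3747 ± 607 CPM in vehicle and 3181 ± 399 CPM with LMK235 (SD, n = 3 each), a log2 fold change of -0.23 (adjusted p = 0.0563).

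Genes of HSCs and early progenitors went both ways, with 7 of 46 DEGs higher and 4 lower (camera adjusted p = 0.148). THY1, which encodes CD90, rose from 1.18 ± 0.284 to 19.7 ± 2.86 CPM (SD, n = 3 each), and GATA2 had a log2 fold change of 0.11 (adjusted p = 0.254). Of 32 erythroid genes, 7 were DEGs higher and 1, GYPC, was a DEG lower, though not without the replicate block (camera adjusted p = 0.0764). Of 25 megakaryocyte and platelet genes, 3 were higher and 5 were lower (0.893), of 18 mast cell, basophil and eosinophil genes, 0 were higher and 4 were lower (0.113; 0.0281 without the first CB sample), and of 27 fibroblast, mesenchymal and endothelial genes, 4 were higher and 2 were lower (0.844). CXCL12, which encodes SDF-1, had 44 counts in vehicle and 322 with LMK235 over 3 libraries each, a ratio of 7.11 (95% interval 5.18 to 9.98 for counting error alone). Its log2 ratios within the 3 CB samples were 3.74, 2.96 and 2.03, and it was not a DEG without the block for the CB sample.

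The remaining lists did not pass camera. Of 27 p53 target genes, 4 were DEGs higher and 1 was a DEG lower (adjusted p = 0.234), with 7 higher without the first CB sample and 6 without the third. The counts were 4 higher and 1 lower of 27 AP-1 and immediate early genes (0.424), 5 higher and 0 lower of 32 BCL2 family and caspase genes (0.62), 0 higher and 1 lower of 26 glycolysis genes (0.893, with a median log2 fold change of -0.03 against a camera direction of higher), 1 higher and 0 lower of 13 MEF2 genes and targets (0.234) and 1 higher and 0 lower of 3 metallothioneins (0.361). Without the second CB sample 4 glycolysis genes were DEGs higher. The largest single falls included SLCO2B1, with 10208 counts over the vehicle libraries and 25 over the LMK235 libraries, a ratio of 0.00238 (95% interval 0.00154 to 0.00352 for counting error alone). The CB samples differed by more than that: the log2 ratios within them were -6.90, -7.10 and -9.42.

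Across genes, which are not independent replicates, the log2 fold change had a Spearman correlation of 0.111 with exon length and of 0.083 with exon GC content. DEGs lower made up 11.6% of the 3333 shortest genes and 5.68% of the 3327 longest. DEGs higher made up 7.05% of the 3292 genes lowest in GC content.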
